# Sleep Deprivation Alters the Pituitary Stress Transcriptome in Male and Female Mice

**DOI:** 10.3389/fendo.2019.00676

**Published:** 2019-10-09

**Authors:** Mario G. Oyola, Elizabeth A. Shupe, Anthony R. Soltis, Gauthaman Sukumar, Marcelo Paez-Pereda, Darwin O. Larco, Matthew D. Wilkerson, Stephen Rothwell, Clifton L. Dalgard, T. John Wu

**Keywords:** pituitary gland, transcriptome, sleep deprivation, stress response, sex differences, hypothalamic-pituitary-adrenal axis, RNA-seq, acute stress

## Abstract

Poor sleep hygiene is a growing problem, with detrimental effects on many biological systems. The pituitary gland plays a crucial role in the regulation of sleep and the stress response, and its dysfunction leads to sleep-related disorders. However, the interaction between these critical functions remains unclear. Thus, we performed a comparative, whole-transcriptome, analysis to identify stress-induced genes and relevant pathways that may be affected by sleep deprivation. One day following 12 h of Paradoxical Sleep Deprivation (PSD), mice were restrained for 20 min. Gene expression changes in the pituitary were assessed via RNA-Seq and Gene Ontology in PSD and/or restrained groups compared to controls. We show that restraint triggers transcriptional responses involved in hormone secretion, the glucocorticoid response, and apoptosis in both sexes, with 285 differentially expressed genes in females and 93 in males. When PSD preceded restraint stress, the numbers of differentially expressed genes increased to 613 in females and 580 in males. The pituitary transcriptome of restraint+PSD animals was enriched for microglia and macrophage proliferation, cellular response to corticosteroids, and apoptosis, among others. Finally, we identify sex-specific differences in restraint-induced genes following PSD. These findings provide genetic targets to consider when studying sleep and the response to stress.

## Introduction

Sleep quantity and quality are constantly threatened by shift work, a fast pace 24 h economy, lifestyle, and many psychological stressors endemic to our modern society (1). It is well-known that sleep is vital for the survival of virtually every advanced organism, and that lack thereof threatens well-being and results in dysregulation of the stress system. It is not uncommon for societal pressures to compromise sleep time and quality by extending work hours late into the night to meet rising productivity and scheduling demands. How might this night of sleep deprivation affect the way that one's body responds to the subsequent day's stressors? Sleep deprivation itself is a stressful experience, priming the body to return to homeostasis by counteracting its effects using several mechanisms (2), most of which are unknown. What is known, however, is that lack of sleep has profound negative consequences on metabolism, the immune response, memory, and survival (3–5). Furthermore, a recent work in humans discovered that just one night of sleep deprivation increases the accumulation of proteins associated with Alzheimer's disease risk (3). Therefore, identifying molecular changes triggered by sleep deprivation that could ultimately lead to disease is imperative for the development of better diagnostic tools and targeted interventional therapies.

Sleep and stress tightly regulate one another, sharing neuronal pathways in the brain that ultimately command the peripheral nervous system to adapt to change. Upon a real or perceived threat, the brain initiates a series of peptide releases that ultimately result in peripheral hormonal signaling (6). This intricate system of communication is called the hypothalamic-pituitary-adrenal (HPA) axis. It begins with the hypothalamus secreting corticotropin releasing factor (CRF) into the hypophyseal portal circulation, which gets detected by corticotrophs in the anterior pituitary gland and prompts its release of adrenocorticotropic hormone (ACTH) into peripheral circulation. ACTH signals the production and release of glucocorticoids from the adrenal gland. Glucocorticoids, in return, display their effects on virtually all body systems and tissues, including the reproductive, cardiovascular, respiratory, integumentary, immune, and nervous systems (7). The specific effects are determined by the chronicity and temporality of circulating glucocorticoids, with some effects being beneficial, and others detrimental.

The pituitary gland plays an integral role in hormonal communication with the rest of the body. Acting as the liaison between brain and systemic organs, it not only plays this central role in the regulation of stress circuitry, but also in the reproductive axis, growth signaling, metabolism, and fluid management through its release of other hormones, including thyrotropin, prolactin, growth hormone, gonadotropins, vasopressin, and oxytocin (8, 9). Based on this crucial role, we examined how paradoxical sleep deprivation (PSD) alters the pituitary gland's transcriptional profile and how PSD impacts stress responses in male and female mice. This model is designed to help map out changes in the transcriptional profile of the pituitary triggered by a night of sleep deprivation. Knowing the roles of various genes and how they interact to regulate biological processes, we can correlate expression levels with predicted functions and biological processes, thus interpreting how the pituitary responds to acute sleep deprivation to make organisms adaptable to subsequent challenging events.

## Methods

### Animals

Male and female C57BL/6J mice, aged 8 weeks old upon arrival, were purchased from The Jackson Laboratory (Bar Harbor, ME) and randomly assigned to each experimental group [No Restraint, No PSD, Restrain Stress, and PSD (Figure 1A)]. All animals were housed by sex in groups of four animals per cage and maintained on a reverse 12 h/12 h lighting cycle (lights on 0700–1900 h) under controlled temperature conditions (22 ± 1°C) with *ad libitum* access to standard rodent chow and water throughout the experimental timeline. Handling and care of animals were conducted in accordance with the National Institutes of Health Guide for Care and Use of Laboratory Animals and approved by the Institutional Animal Care and Use Committee at the Uniformed Services University of the Health Sciences (USUHS), in Bethesda, Maryland.

**Figure 1:**
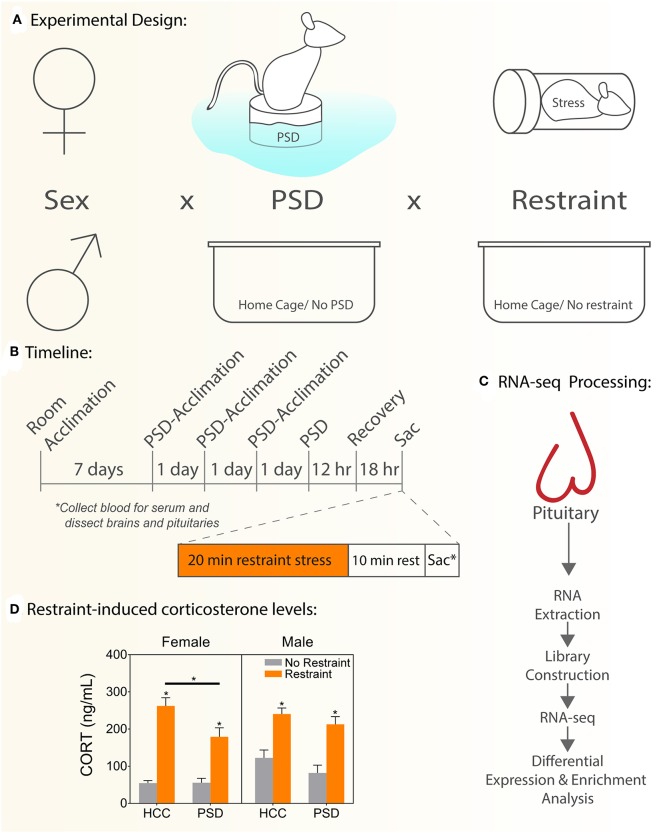
Schematic experimental diagram. **(A)** Comparisons performed: sex (female, male) vs. PSD (sleep restriction, no sleep restriction) vs. restraint stress (restraint, no restraint). **(B)** Schematic representing experimental timeline used to administer paradoxical sleep deprivation, restraint stress, and tissue collection. **(C)** Experimental flow to generate and manage RNAseq data. **(D)** Serum CORT levels. HCC, home cage controls; PSD, paradoxical sleep deprivation; CORT, corticosterone. *p < 0.05. Data are expressed as mean percentage ± SEM.

### Paradoxical Sleep Deprivation (PSD) Protocol

The modified multiple platform method was adapted from previous work to induce PSD while minimizing stress due to social isolation or movement restriction and preserving existing social hierarchies established in the home cage (10–12). This model induces impairment of sleep by producing significant deficits in rapid-eye movement (REM) sleep and partial deficits in non-REM (NREM) sleep (13, 14). Animals that begin to enter the REM stage of sleep, characterized by muscle atonia, are awakened when their snouts touch the water.

PSD tanks were constructed by Stoelting Company (Wood Dale, IL) and engineered of clear acrylic (430 mm length × 260 mm width × 375 mm height) covered with dark paper to minimize visibility of the outside environment. The interior of each tank contained 12 cylindrical columns (145 mm height × 30 mm diameter), one built-in food hopper, and one water bottle. Four socially-familiar cage mates were tested per 12-column tank. The columns were submerged in room-temperature water up to 5–10 mm below the top surface. All animals, regardless of group assignment, were adapted to the sleep deprivation procedure between 0800 and 1200 h for 1 h daily for 3 consecutive days prior to testing (Figure 1B). The purpose of this acclimation period was to habituate animals to the procedure and to attenuate stress associated with exposure to a novel environment (10, 12). On the day of the experimental procedure, mice were placed onto the columns 2–3 h after the onset of the light cycle and sleep-deprived for a period of 12 h. Control animals remained in their home cages in the same room as PSD mice.

### Tissue Collection

Mice were euthanized via carbon dioxide inhalation and rapid decapitation during the nadir of the diurnal CORT cycle 18 h following the end of the sleep deprivation period. To test the effect of overnight sleep deprivation on the neuroendocrine stress response, half of the subjects were restrained for 20 min in flat-bottom, Plexiglas rodent restrainers (3.8 cm width × 9.5 cm length; Plas-Labs, Inc., Lansing, MI). Animals were euthanized 10 min after the end of restraint. Trunk blood and pituitary gland were harvested. Trunk blood was centrifuged at 6,000 *g* at 4°C for 10 min, and serum was harvested in a fresh tube. All samples were stored at−80°C until use (Figures 1B,C).

### Hormone Assay

Corticosterone levels were measured in blood serum using a commercially available ELISA (catalog no. K014; Arbor Assays, Ann Arbor, MI), following the manufacturer's instructions. Samples (*n* = 7–8/group) were diluted to a final concentration of 1:150 and analyzed in duplicate. Changes in binding were measured using a plate reader (Victor V3; PerkinElmer, Waltham, MA), which read absorbance at a wavelength of 450 nm. Values were obtained by comparison, with a standard curve ranging from 78.125 to 10,000 pg/mL. Intra-assay coefficient of variance was 7.5%, and the minimum detectable CORT concentration was 16.9 pg/mL. Comparisons performed: sex (female, male) vs. PSD (sleep restriction, no sleep restriction) vs. restraint stress (restraint, no restraint).

### RNA Extraction and Purification

Whole pituitary samples (*n* = 3–4/group) were homogenized at room temperature in 500 μL of RiboZol (AMRESCO RiboZol RNA Extraction Reagent, VWR, Radnor, PA, USA) using a sterile 1-mL syringe equipped with a 22-gauge needle tip. Total RNA was isolated using the Direct-zol RNA MiniPrep Plus Kit (Zymo Research, Irvine, CA). A final elution volume of 30 μL of nuclease-free water was added to the spin column and centrifuged at 12,000 × *g* for 1 min. Total RNA concentration and purity ratios were quantified by a NanoDrop Lite Spectrophotometer (Thermo Scientific, Waltham, MA). Purified RNA samples were stored at −80°C.

### Pituitary Transcriptome Profiling by RNA-Seq

RNA integrity was assessed using automated capillary electrophoresis on a Fragment Analyzer (Advanced Analytical). Total RNA input of 500 ng was used for library preparation using the Truseq Stranded mRNA Library Preparation Kit (Illumina, San Diego, CA, USA). Sequencing libraries were quantified by PCR using KAPA Library Quantification Kit for NGS (Kapa, Wilmington, MA, USA) and assessed for size distribution on a Fragment Analyzer. Sequencing libraries were pooled and sequenced on a HiSeq3000 (Illumina) using 150 cycle SBS kit with paired-end reads at 76 bp length (15). cDNA was reversed transcribed using the purified RNA using a commercially available reverse transcription kit (Thermo Scientific Maxima Reverse transcription kit; catalog no. K1671; Thermo Fisher Scientific).

### Real-Time Quantitative PCR Verification

Pituitary mRNA expression of genes known to be affected by the selected sleep and stress challenges were measured by quantitative PCR, following previously established protocols (16), were used to verify differentially expressed genes. Comparisons performed: Sex (female, male) vs. PSD (sleep restriction, no sleep restriction) vs. restraint stress (restraint, no restraint). In brief, 2 ng cDNA template was amplified using iQ SYBR Green Supermix (Bio-Rad, Hercules, CA). Primer sequences [pro-opiomelanocortin (POMC), prohormone convertase 2 (Pcsk2), CRF receptor subtype 1 (CRFR1), mineralocorticoid (MR) and glucocorticoid (GR) receptors, corticotropin-releasing factor binding protein (Crfbp), and TATA-box binding protein (TBP)] were designed to have a common annealing temperature of 60°C using the National Center for Biotechnology Information Primer blast (Table S1) (16). Each run consisted of an initial denaturation (3 min at 95°C), followed by 40 cycles that included denaturation (10 s at 95°C), annealing (30 s at 60°C), and extension (30 s at 72°C) using the CFX Connect Real-Time System (Bio-Rad). Melt-curve analysis was performed after each run to ensure a single amplicon. All data were normalized to TATA box-binding protein and expressed relative to the control group (Supplementary Figure 1). The 2^−ΔΔ*CT*^ method was used for analysis. All samples (*n* = 3–4/group) were analyzed in duplicate. 

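Read counts from the sequenced pituitaries cover the genes measured by qRT-PCR. Pomc had 48361 ± 14326 (SD, n = 4) CPM (counts scaled to library size) in home cage control females and 84997 ± 14942 (SD, n = 4) CPM in PSD + restraint females. The log2 fold change of Pomc between these groups was 0.82 (standard error 0.29, adjusted p = 0.133) in females and 1.19 (standard error 0.43, adjusted p = 0.168) in males, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In males this comparison includes control mouse 1, which had 11423 CPM of Pomc, the lowest of the male controls, and little transcript of neurointermediate lobe genes. The same comparison gave Pcsk2 a log2 fold change of 0.84 (adjusted p = 0.119) in females and 1.18 (adjusted p = 0.129) in males, where control mouse 1 was again the lowest of its group. In a model of all mice, Pomc and Pcsk2 were called after PSD + restraint, with log2 fold changes of 0.99 (adjusted p = 0.0157) and 1.00 (adjusted p = 0.00926). A score of neurointermediate lobe genes was also higher in PSD + restraint than in control females, by 0.696. An exact permutation test, chosen after seeing the data, gave p = 0.0286, the smallest possible. Unequal lobe content of the glands may thus add to the female rise. Over the alternatives, including the lobe score as covariate, the highest adjusted p in all mice was 0.0350 for Pomc and 0.0223 for Pcsk2. In females it was 0.750 and 0.761. Crhr1, the gene of CRF receptor subtype 1, moved by 0.38 (adjusted p = 0.194) in females and by 0.16 (adjusted p = 0.480) in males. The glucocorticoid receptor gene Nr3c1 stayed near its control level, with log2 fold changes of -0.00303 (adjusted p = 0.992) and 0.07 (adjusted p = 0.901), and with 1 of the PSD + restraint females, mouse 4, below the other mice of its group. The mineralocorticoid receptor gene Nr3c2 had log2 fold changes of 0.12 (adjusted p = 0.666) in females and -0.02 (adjusted p = 0.955) in males. Crhbp was counted at 102 ± 45.6 (SD, n = 4) CPM in control females, but at 0.165 ± 0.219 (SD, n = 4) CPM in control males and 0.740 ± 0.442 (SD, n = 3) CPM in PSD + restraint males. Over all mice its log2 difference between females and males was 8.61 (standard error 0.52, adjusted p = 6.4e-13). Its log2 fold change after PSD + restraint was 0.75 (adjusted p = 0.497) in females and 1.92 (adjusted p = 0.197) in males. After PSD alone it was -2.69 (adjusted p = 0.108) in females and 0.62 (adjusted p = 0.869) in males. The model of all mice called Crhbp lower after PSD, at -2.50 (adjusted p = 0.0350), and DESeq2 with the paper's settings did not (adjusted p = 0.484). In females alone, DESeq2 gave Crhbp an adjusted p of 0.00484 after PSD. Its shrunken log2 fold change there was -0.215, short of the 0.322 in size needed for a call.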

Except for the male Crhbp expression, all qRT-PCR relative expression patterns were similar to the gene counts patterns observed on the RNA-seq data.

### Statistical Analysis

CORT and qRT-PCR data were analyzed using three-way ANOVA (GraphPad Software, La Jolla, CA). Sidak's (CORT) and Tukey's (qRT-PCR) tests were used for *post hoc* analysis when a significant effect was present. *p* < 0.05 was considered significant.

### RNA-Seq Alignment, Quantification, and Differential Expression Analysis

Raw paired-end sequencing reads were aligned to the mouse reference genome (mm10) using MapSplice (17) (version 2.2.1). Gene read counts against UCSC mouse gene models (obtained on February 21, 2016) were calculated by HTSeq (18) (version 0.9.1) with the mode parameter set to “intersection-nonempty.” For transcripts per million (TPM) calculations, the average of all transcript lengths corresponding to the same gene were used for gene length factors and only protein-coding genes (identified by the presence of at least one annotated CDS element in its gene model) were considered in “per million” normalization factor calculations. Read alignment statistics and sample quality features were calculated with SAMtools (19) and RSeQC (20). Sequencing quality was verified by manual inspection of sample-wise characteristics: total reads, mapping percentages, pairing percentages, transcript integrity number (TIN) (21), 5′ to 3′ gene body read coverage slopes, and ribosomal RNA content.

Differential gene expression was estimated with DESeq2 (22) (version 1.16.1). For the main analysis (i.e., using all samples), we used the following contrast model to simultaneously model all known experimental main effects: *y* ~ *sex* + *psd* + *restraint stress* + *psd:restraint stress*. The reference levels for the main treatment effects “sleep” and “stress” were set to “home cage control” and “no stress,” respectively. In analyses considering male and female mice separately, the “sex” term was dropped while retaining the same contrast definition for the main treatment effects. Per contrast, genes with mean TPM expression levels greater than or equal to one across the cohort were considered differentially expressed if their estimated adjusted *p*-values were ≤0.05 and if the absolute value of their log_2_ fold-changes following shrinkage (i.e., using the lfcShrink function in DESeq2) were ≥0.322.

### Gene Ontology and Clustering Analysis

Gene ontology (GO) term enrichments were calculated by hypergeometric tests of foreground differentially expressed gene term counts against a background of all expressed genes (mean TPM ≥ 1). Terms with ≤1,000 total genes in the GO database downloaded on October 2, 2017 were considered. *P*-values were adjusted using the Benjamini-Hochberg FDR procedure and terms with FDR < 0.1 were deemed significant. Hierarchical clustering was performed in Python using SciPy library functions (https://www.scipy.org/) and displayed using Matplotlib (23). Graphical representations of GO term enrichment results were generated in Cytoscape (24).

## Results

### PSD Blunts Neuroendocrine Response to Stress in a Sex-Dependent Manner

To determine the effect of PSD on the neuroendocrine response to stress, we measured CORT levels 18 h following 12 h of PSD (Figure 1D). In females, there was an interaction effect between PSD and restraint [*F*_(1, 26)_ = 7.54; *p* = 0.032]. Significant main effects of PSD and restraint were also detected in females [*F*_(1, 26)_ = 4.88; *p* = 0.036 and *F*_(1, 26)_ = 79.3; *p* < 0.0001, respectively]. Interaction analysis using Sidak's multiple comparison test revealed the usual significant increase in CORT following restraint regardless of PSD treatment (*p* < 0.001). However, this response to restraint was significantly blunted in the females exposed to PSD (*p* < 0.018). Males, however, did not show an interaction effect (PSD vs. restraint). Similar to the pattern detected in females, a main effect of PSD [*F*_(1, 51)_ = 7.54; *p* = 0.008] and restraint [*F*_(3, 51)_ = 39.05; *p* < 0.0001] was detected in males.

### Stress-Related Pituitary Transcriptome Is Altered Following PSD

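Whole pituitary glands of 28 mice, 16 females and 12 males, were sequenced as stranded mRNA libraries. Paradoxical sleep deprivation (PSD) keeps a mouse on a small column above water, so that the loss of muscle tone in REM sleep wakes it. PSD lasted 12 h, restraint lasted 20 min and started about 18 h after the end of PSD, and glands were taken 10 min after the end of restraint. Each female group (home cage control, restraint, PSD, PSD + restraint) held 4 mice, and so did the male controls. Restrained males numbered 2, PSD males 3 and PSD + restraint males 3. The authors aligned the reads to the mouse genome, counted them on each UCSC gene model and deposited the counts without normalization. Between 14024465 and 52948531 reads per mouse were counted on genes, with group medians from 19130091.5 in PSD females to 40827136 in restrained females. The transcripts Gh, Prl and Pomc together took from 24.8% to 34.3% of a mouse's counts. Library sizes were scaled by TMM, and within each sex edgeR was fitted with terms for PSD, restraint and their interaction, as in the formula of the paper's methods. Of the 32594 genes in the table, 18059 in females and 18271 in males passed edgeR's filter on low counts and were tested. A gene is called differentially expressed here when its adjusted p is at most 0.05 and its log2 fold change is at least 0.322 in size, the limits that the paper's methods name. The fold changes are not shrunken. CPM values use all genes of the table. Each standard error is the size of the log2 fold change divided by the square root of the test's F statistic. Genes are named as the count table lists them, with positions on GRCm38 from GENCODE.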

We first interrogated pituitary transcriptional changes involved in the neuroendocrine response to stress. Second, we aimed to interrogate how this transcriptional signature is affected by 12 h of PSD. We identified consistent transcriptional changes between males and females (Figures 2, 3). Results in males and females are discussed separately. We used this method to assess sex-specific effects driven by PSD and/or restraint stress. Finally, we discuss the differential expression analysis considering all mice (i.e., both males and females from all treatment groups) in a single model.

**Figure 2:**
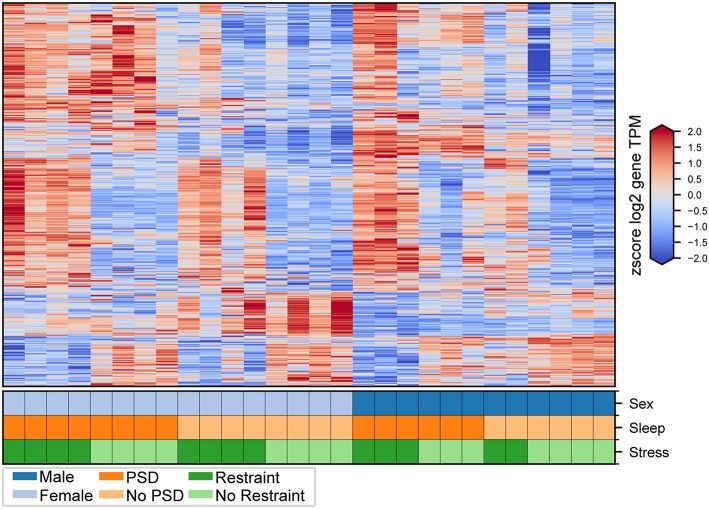
Transcriptional changes induced by PSD and restraint. Expression levels for genes consistently differentially expressed in male and female mice following PSD alone (412 genes), restraint alone (231 genes), and combination PSD + restraint (963 genes). Heatmap values are z-scored log_2_ TPM gene expression levels. The lower panel indicates mouse sex (top row, male or female), PSD (middle row, PSD or no PSD), and restraint (bottom row, restraint or no restraint).

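In the edgeR fits by sex, the genes called in at least one sex numbered 6 after PSD alone, 126 after restraint alone and 689 after PSD + restraint. These counts depended on the tool. DESeq2 with the paper's settings and a mean TPM of at least 1, a filter chosen after seeing the data, gave 374, 203 and 871.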

**Figure 3:**
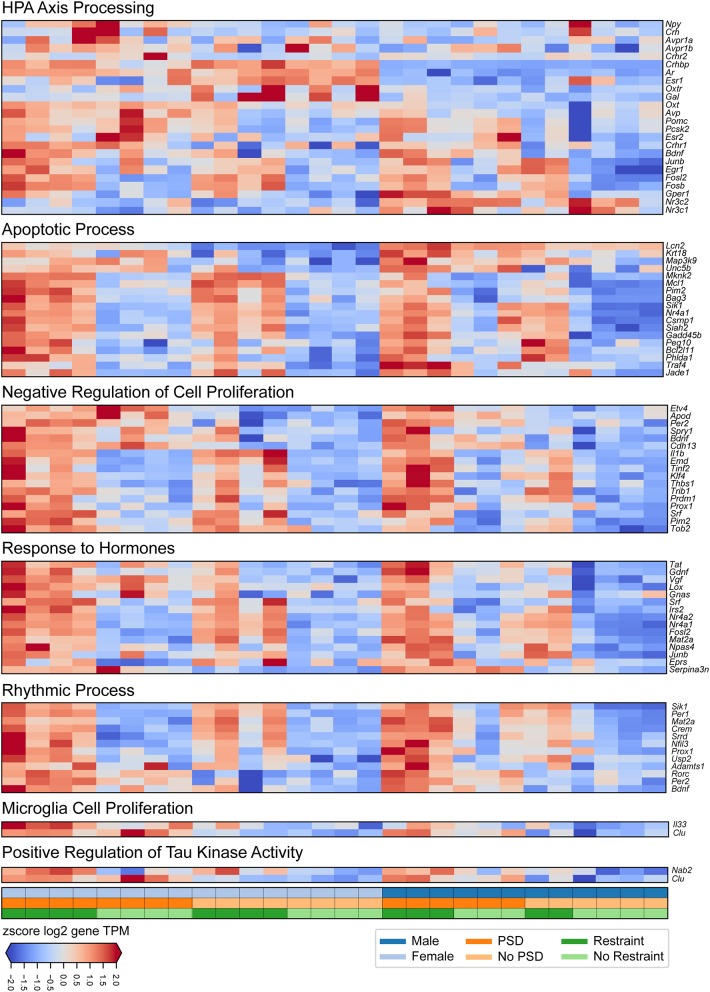
Transcriptional changes induced by PSD and restraint involved in specific biological processes. The panels show (from top to bottom) expression signatures of differentially expressed genes involved in HPA-axis processing, apoptotic processes, negative regulation of cell proliferation, response to hormones, rhythmic processes, microglia cell proliferation, and positive regulation of tau kinase activity. The values displayed in each heatmap are z-scored log_2_ TPM gene expression levels. The lower panel indicates mouse sex (top row, male or female), PSD (middle row, PSD or no PSD), and restraint (bottom row, restraint or no restraint).

#### Females

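In females, 98 of the 18059 genes tested were called after restraint, 87 higher and 11 lower than in home cage controls. At an unadjusted p under 0.05 there were 1765 genes. DESeq2 with the settings of the paper's methods, the alternative that moved this count most, called 190 genes. By the smallest p among genes whose restrained females all lay on one side of the controls, the leading genes were Il1b, Slc25a25 and Nr4a2. Slc25a25 (chromosome 2, 32414487 to 32451445) rose from 50.9 ± 5.27 (SD, n = 4) to 109.5 ± 17.2 (SD, n = 4) CPM, a log2 fold change of 1.11 (standard error 0.11, adjusted p = 2.0e-04). Control mouse 1, at 58.8 CPM, stood apart from the other controls and below every restrained female. Nr4a2 (chromosome 2, 57106830 to 57124003) rose from 27.6 ± 8.25 (SD, n = 4) to 292 ± 118 (SD, n = 4) CPM, a log2 fold change of 3.42 (standard error 0.36, adjusted p = 2.8e-04). Among other genes shown in Figure 4A, Egr2 and Srf had log2 fold changes of 1.30 (adjusted p = 0.105) and 0.39 (adjusted p = 0.0667). Jun (chromosome 4, 95049034 to 95052222) went down from 35.1 ± 14.3 (SD, n = 4) to 17.3 ± 2.84 (SD, n = 4) CPM, with a log2 fold change of -1.01 (standard error 0.23, adjusted p = 0.0582), and Nrip1 had -0.57 (adjusted p = 0.168).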

Twenty minutes of restraint stress elicited widespread changes to the pituitary transcriptome compared to home cage controls, with 285 differentially expressed genes in female mice (143 upregulated and 42 downregulated) (Figure 4). In females, the restraint stress-associated transcriptome signature was enriched for established stress response actions involved in hormone secretion and rhythmic and apoptotic processes (Figures 4–6, Table S2). 

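After PSD alone, 5 genes were called in females, 4 higher and 1 lower than in home cage controls, and 3567 genes had an unadjusted p under 0.05. The count depended strongly on the tool, since DESeq2 with the paper's settings called 405 genes on the same counts. Lcn2 (chromosome 2, 32384633 to 32388252) rose from 14.1 ± 3.09 (SD, n = 4) to 36.1 ± 6.46 (SD, n = 4) CPM, with a log2 fold change of 1.36 (standard error 0.18, adjusted p = 0.0199). Cga (chromosome 4, 34893779 to 34907370), the gene of the alpha subunit of the glycoprotein hormones, went from 3253 ± 499 (SD, n = 4) to 1914 ± 106 (SD, n = 4) CPM, a log2 fold change of -0.76 (standard error 0.11, adjusted p = 0.0257). Rab26 and Nmb were higher by 0.77 (adjusted p = 0.0317) and 1.85 (adjusted p = 0.0317), and the remaining gene, Clu, named after its values were seen, by 0.84 (adjusted p = 0.0317). These calls were fragile in the 8 fits that each left out 1 mouse. Lcn2 lost its call in 4 of them, Cga in 5, Clu in 6, and Rab26 and Nmb in 7 each. For the difference between the female and the male response to PSD, the adjusted p was 0.302 for Lcn2, 0.302 for Cga, 0.489 for Rab26, 0.461 for Nmb and 0.652 for Clu. Further genes shown in Figure 4B were not called in females. Gfap had a log2 fold change of 2.20 (adjusted p = 0.126) and Trh of 3.41 (adjusted p = 0.140), both carried by PSD mouse 1, with 77.8 CPM of Gfap and 19.5 CPM of Trh. The same mouse had the highest transcripts of olfactory and forebrain marker genes. With the forebrain marker score in the model, a setting chosen after seeing the data, the log2 fold change of Trh was -0.15. That score was itself higher in the 8 females with PSD, with or without restraint, than in the 8 without (exact permutation test, p = 0.0241, chosen after seeing the data), so the model may take up part of a response to PSD. Agt and Pcsk2 had 1.85 (adjusted p = 0.129) and 1.08 (adjusted p = 0.113), and Pcsk6 and Lhb had -1.23 (adjusted p = 0.118) and -0.48 (adjusted p = 0.109). Gsn and Aplnr had 0.44 (adjusted p = 0.109) and -0.88 (adjusted p = 0.137), and the model of all mice called both after PSD, at 0.41 (adjusted p = 0.00738) and -0.90 (adjusted p = 0.0144).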

We detected a particular differential signature of 350 genes (251 upregulated and 99 downregulated) in female mice exposed to PSD as compared to home cage controls (Figure 4, Supplementary Dataset 1). Figures 5, 6 show functional annotation networks for biological and molecular pathways altered by the combination of PSD and restraint stress when compared to the control groups (no PSD, no restraint). These graphs are based on GO term enrichments for all DEGs (i.e., up + down) in Restraint + PSD animals vs. females only. The pituitary transcriptome of PSD females was enriched for canonical cellular activities involved in homeostasis, differentiation, and behavior, among others. 

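PSD followed by restraint gave 398 called genes in females against home cage controls, 277 higher and 121 lower, and 3649 genes with an unadjusted p under 0.05. With a neurointermediate lobe score as a further term, the alternative that moved this count most, 81 genes were called. Per1, Slc25a25 and Nr4a2 led the list under the naming rule. Slc25a25 reached 116 ± 13.3 (SD, n = 4) CPM, a log2 fold change of 1.20 (standard error 0.11, adjusted p = 6.7e-05), and Nr4a2 reached 399 ± 196 (SD, n = 4) CPM, a log2 fold change of 3.87 (standard error 0.37, adjusted p = 6.7e-05). Restrained females with and without PSD were also compared directly. That contrast called 6 genes, 4 higher and 2 lower, and those given here were named after their values were seen. Lcn2, Cd68 and Plk5 were higher with PSD, by 1.49 (adjusted p = 0.00536), 0.69 (adjusted p = 0.0189) and 0.88 (adjusted p = 0.0189) on the log2 scale. Ccs and Commd9 were lower, at -0.41 (adjusted p = 0.0333) and -0.36 (adjusted p = 0.0378), with PSD + restraint mouse 2 the lowest in Ccs. Of the 8 fits that each left out 1 mouse, Ccs and Commd9 lost their calls in 7 each. Cd68 and Plk5 lost theirs in 6 each, and Lcn2 kept its call throughout. At an unadjusted p under 0.05, this contrast gave 2555 genes.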

The largest number of differentially expressed genes, 613, was detected when the animals were sleep deprived 18 h prior to the restraint challenge. Of these genes, 409 were upregulated, while 204 were downregulated. Functional enrichment analysis for these 613 differentially expressed genes showed that the added effect of PSD and restraint challenge affects a range of processes including circadian rhythms, response to CRF, cellular differentiation, and negative regulation of many key biological functions (Figures 4A–D, Table S2).

**Figure 4:**
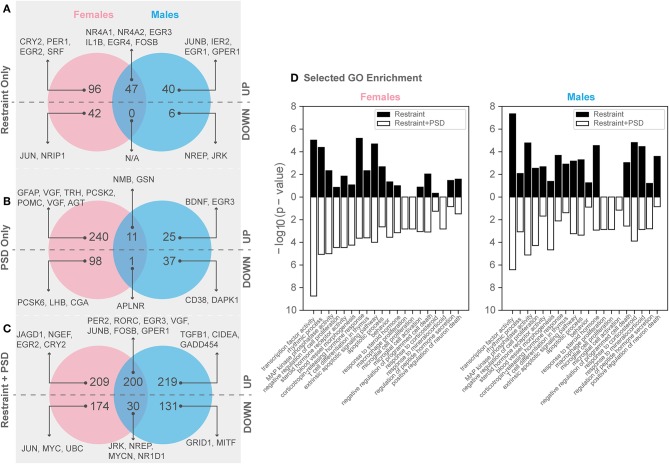
Genes significantly altered by PSD and restraint. **(A)** Restraint only genes, **(B)** PSD only genes, **(C)** Restraint only vs. restraint and PSD genes, **(D)** Selected GO enrichment for all DEGs in restraint only (black) and restraint + PSD (white) Left: Females: Restraint_CageControl vs. Restraint_PSD, Right : Males: Restraint_CageControl vs. Restraint_PSD.

**Figure 5:**
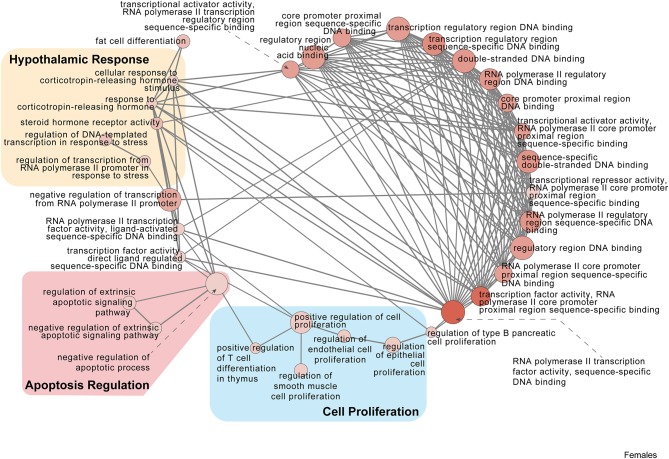
Female PSD and restraint stress-induced common biological processes. This functional annotation network shows the biological and molecular functions of pathways altered by the combination of PSD and restraint stress when compared to the control groups (no PSD, no restraint). The node size reflects the size of the gene set (i.e., the number of DEGs in that GO term) altered by each treatment. Node color is continuously shaded based on the term significance level [as –log_10_(*p*-value)]. Edges are created based on overlap of the genes contained in the terms. Edge width is continuously scaled based on the edge weight (i.e., the strength of the overlap between the genes in two gene sets). The genes used to generate these figures were first selected in an unbiased fashion by the DEG analysis and then subsequently selected based on uncovered GO/pathway analysis.

**Figure 6:**
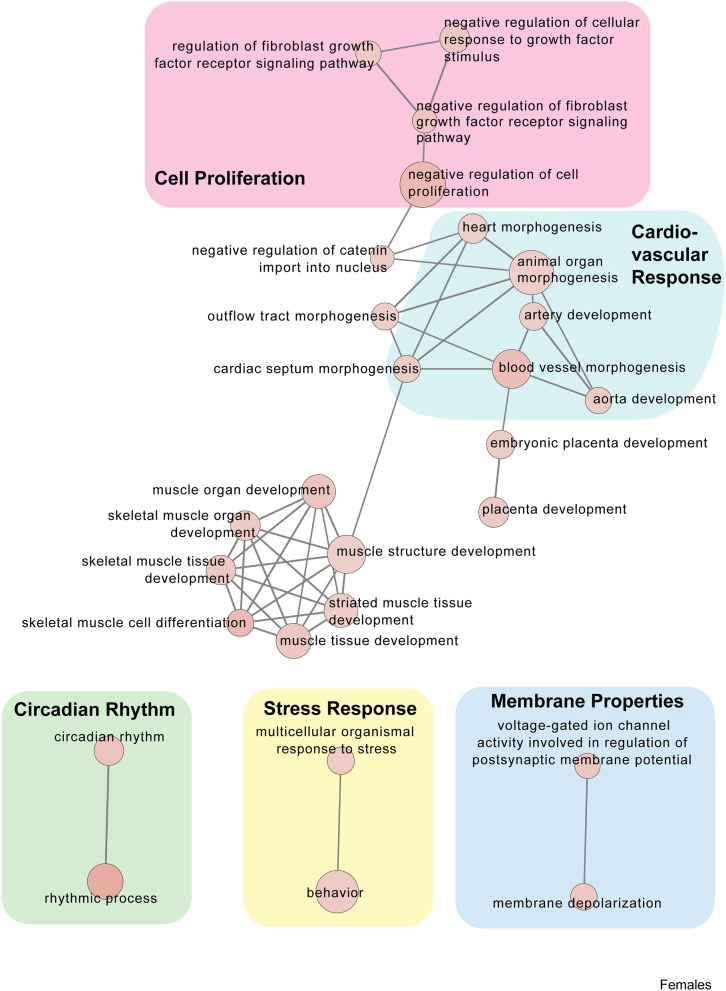
Female PSD and restraint stress-induced common biological processes. This functional annotation network shows the biological and molecular functions of pathways altered by the combination of PSD and restraint stress when compared to the control groups (no PSD, no restraint). The node size reflects the size of the gene set (i.e., the number of DEGs in that GO term) altered by each treatment. Node color is continuously shaded based on the term significance level [as –log_10_(*p*-value)]. Edges are created based on overlap of the genes contained in the terms. Edge width is continuously scaled based on the edge weight (i.e., the strength of the overlap between the genes in two gene sets). The genes used to generate these figures were first selected in an unbiased fashion by the DEG analysis and then subsequently selected based on uncovered GO/pathway analysis.

#### Males

In males, restraint stress also induced extensive changes to the pituitary transcriptome compared to home cage controls, with 93 differentially expressed genes (86 up-regulated and 6 down-regulated). 

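Of 18271 genes tested in males, 54 were called after restraint, 53 higher and 1 lower, from 2 restrained mice and 4 controls, and 927 genes had an unadjusted p under 0.05. The gene with lower expression is listed as AK082338, named after its values were seen, with a log2 fold change of -1.07 (standard error 0.19, adjusted p = 0.0348). Fam212b, which has no position under that symbol in the annotation used, rose from 20.2 ± 0.731 (SD, n = 4) to 43.9 ± 5.73 (SD, n = 2) CPM, a log2 fold change of 1.13 (standard error 0.10, adjusted p = 4.9e-04). Gadd45b (chromosome 10, 80930073 to 80932204) rose from 11 ± 2.67 (SD, n = 4) to 38.3 ± 1.94 (SD, n = 2) CPM, a log2 fold change of 1.80 (standard error 0.19, adjusted p = 0.00286). Its lowest male control, mouse 1 at 7.09 CPM, stood apart from the other controls. Among genes shown in Figure 4A, Ier2 had a log2 fold change of 1.34 (adjusted p = 0.0693), Nrep of -0.39 (adjusted p = 0.205) and Jrk of -0.43 (adjusted p = 0.173). Jrk was called for restraint in the model of all mice, at -0.37 (adjusted p = 5.7e-04). DESeq2 with the paper's settings called 99 genes.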

A short period of restraint stress drastically changed the male pituitary transcriptome, targeting genes involved in the regulation of the corticosteroid response, programmed cell death, and the CRF response, among others (Figures 3, 4, 7–9, Tables S3, S4). Figures 7–9 show functional annotation networks for biological and molecular pathways altered by the combination of PSD and restraint stress when compared to the control groups (no PSD, no restraint). These graphs are based on GO term enrichments for all DEGs (i.e., up + down) in Restraint + PSD animals vs. males only. 

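In males, 1 gene, Aldh1l2, was called after PSD alone, and 1617 genes had an unadjusted p under 0.05. DESeq2 with the paper's settings called 76. Aldh1l2 (chromosome 10, 83487450 to 83534140) encodes a mitochondrial formyltetrahydrofolate dehydrogenase. It rose from 13.3 ± 1.79 (SD, n = 4) to 25.4 ± 2.07 (SD, n = 3) CPM, a log2 fold change of 0.94 (standard error 0.11, adjusted p = 0.0294). Aldh1l2 lost this call in 5 of the 7 fits that each left out 1 mouse. In females its log2 fold change was 0.66, and the difference between the sexes had an adjusted p of 0.799. Bdnf and Egr3, shown in Figure 4B, had log2 fold changes of 0.71 (adjusted p = 0.229) and 1.5 (adjusted p = 0.181). Cd38 and Dapk1 had -0.60 (adjusted p = 0.181) and -0.37 (adjusted p = 0.205). The log2 fold changes of Nmb, Gsn and Aplnr were 0.99 (adjusted p = 0.266), 0.40 (adjusted p = 0.210) and -0.90 (adjusted p = 0.0736), and Nmb was called in all mice at 1.46 (adjusted p = 0.00183). Single control mice stood apart from the other controls in Bdnf (mouse 2), Cd38 (mouse 3) and Gsn (mouse 1).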

Following PSD, 74 genes were differentially expressed (36 genes upregulated and 38 downregulated) in the pituitary of male mice (Figure 2, Supplementary Dataset 1). Among the processes regulated by these 74 differentially expressed genes were lymphocyte regulation and the response to interferon gamma and cytokines (Figure 4B, Supplementary Dataset 1). 

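Supplementary Table 4 lists terms of MHC class II among the genes lower after PSD in males, and the 11 MHC class II genes of the count table were therefore tested as a set. Their mean log2 fold change between PSD and control males was -0.38, with 9 genes lower, and limma's rotation test for sets (fry) gave p = 0.0532, while an exact permutation test of the set's mean log2 CPM over 35 splits, chosen after seeing the data, gave p = 0.0286, the smallest it can give. Cd74 went from 104 ± 7.65 (SD, n = 4) to 63.3 ± 8.32 (SD, n = 3) CPM, a log2 fold change of -0.71 (standard error 0.18, adjusted p = 0.253). H2-Aa, H2-Ab1 and H2-Eb1 had log2 fold changes of -0.60, -0.61 and -0.52, with adjusted p-values of 0.273, 0.181 and 0.268. 5 of the set's genes had an unadjusted p under 0.05. The set was chosen from the paper's result on the same mice, so these p-values are not independent support for it.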

The most substantial change in the pituitary transcriptome was detected when the animals were sleep deprived for 12 h and challenged with restraint stress 18 h later. This additive effect resulted in 580 differentially expressed genes (419 upregulated and 161 downregulated). 

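In males given PSD and then restraint, 467 genes were called against home cage controls, 351 higher and 116 lower, and 3181 genes had an unadjusted p under 0.05. Fam212b, Gadd45b and Errfi1 led under the naming rule. Fam212b reached 71.6 ± 8.82 (SD, n = 3) CPM, a log2 fold change of 1.84 (standard error 0.09, adjusted p = 4.5e-07), and Gadd45b reached 60.8 ± 10.8 (SD, n = 3) CPM, a log2 fold change of 2.47 (standard error 0.18, adjusted p = 4.2e-05). Errfi1 (chromosome 4, 150853919 to 150868892) rose from 18.6 ± 1.13 (SD, n = 4) to 94.8 ± 27.9 (SD, n = 3) CPM, a log2 fold change of 2.36 (standard error 0.20, adjusted p = 1.2e-04). No gene had an interaction between PSD and restraint at an adjusted p of 0.05 or less in males, and 702 had one at an unadjusted p under 0.05. Those are 3.84% of the genes tested, no more than chance alone would give at the unadjusted threshold. Between restrained males with and without PSD, 1 gene was called, again Aldh1l2, with a log2 fold change of 1.27 (standard error 0.14, adjusted p = 0.0146), beside 1925 genes with an unadjusted p under 0.05.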

Following a functional enrichment analysis, we detected that the genes involved in this compound effect are known to regulate microglia and macrophage proliferation, cellular response to corticosteroids, the inflammatory response, cell death, and tau kinase activity (Figures 4C,D, 7–9, Table S3).

**Figure 7:**
Male PSD and restraint stress-induced common biological processes. This functional annotation network shows the biological and molecular functions of pathways altered by the combination of PSD and restraint stress when compared to the control groups (no PSD, no restraint). The node size reflects the size of the gene set (i.e., the number of DEGs in that GO term) altered by each treatment. Node color is continuously shaded based on the term significance level [as –log_10_(*p*-value)]. Edges are created based on overlap of the genes contained in the terms. Edge width is continuously scaled based on the edge weight (i.e., the strength of the overlap between the genes in two gene sets). The genes used to generate these figures were first selected in an unbiased fashion by the DEG analysis and then subsequently selected based on uncovered GO/pathway analysis.

**Figure 8:**
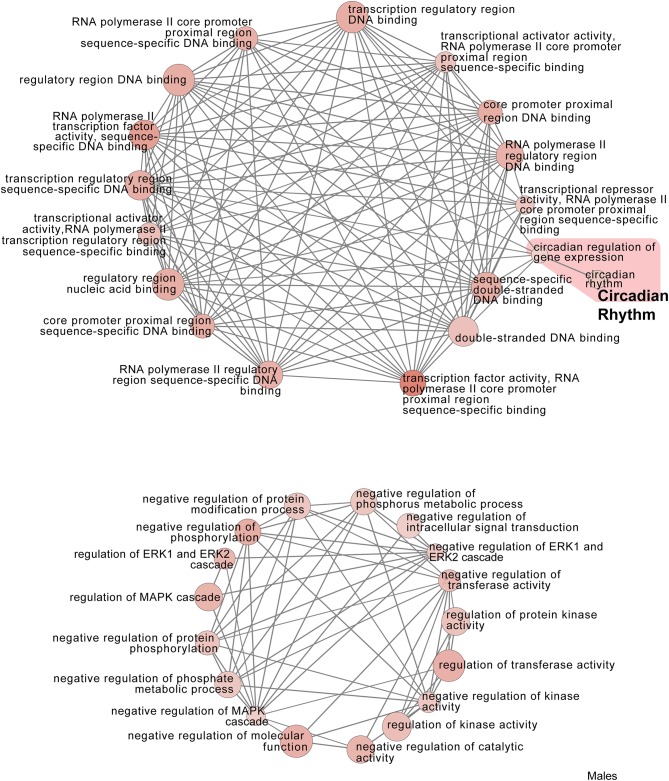
Male PSD and restraint stress-induced common biological processes. This functional annotation network shows the biological and molecular functions of pathways altered by the combination of PSD and restraint stress when compared to the control groups (no PSD, no restraint). The node size reflects the size of the gene set (i.e., the number of DEGs in that GO term) altered by each treatment. Node color is continuously shaded based on the term significance level [as –log_10_(*p*-value)]. Edges are created based on overlap of the genes contained in the terms. Edge width is continuously scaled based on the edge weight (i.e., the strength of the overlap between the genes in two gene sets). The genes used to generate these figures were first selected in an unbiased fashion by the DEG analysis and then subsequently selected based on uncovered GO/pathway analysis.

**Figure 9:**
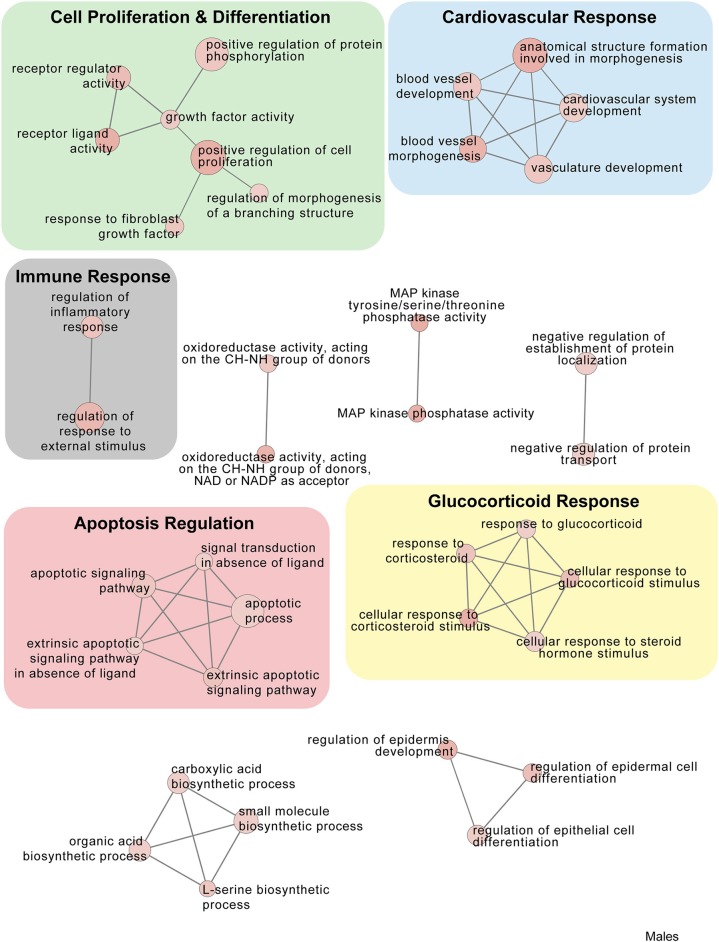
Male PSD and restraint stress-induced common biological processes. This functional annotation network shows the biological and molecular functions of pathways altered by the combination of PSD and restraint stress when compared to the control groups (no PSD, no restraint). The node size reflects the size of the gene set (i.e., the number of DEGs in that GO term) altered by each treatment. Node color is continuously shaded based on the term significance level [as -log10(*p*-value)]. Edges are created based on overlap of the genes contained in the terms. Edge width is continuously scaled based on the edge weight (i.e., the strength of the overlap between the genes in two gene sets). The genes used to generate these figures were first selected in an unbiased fashion by the DEG analysis and then subsequently selected based on uncovered GO/pathway analysis.

### Females and Males: Conserved Genes and Sex-Differences in the Sleep Deprived Challenged Response to Stress

The response to restraint stress was dampened in males and females exposed to PSD, but this effect was more pronounced in females. Similarly, the pituitary transcriptome of males and females was strikingly similar following restraint and PSD. 

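Across the 17858 genes tested in both sexes, the log2 fold changes of females and males had a Pearson correlation of 0.30 after restraint, 0.0706 after PSD and 0.387 after PSD + restraint. Among genes called in at least 1 sex (126, 6 and 689 genes) it was 0.749, 0.823 and 0.845, over those tested in both sexes, a choice of genes with large changes in at least 1 sex that can itself raise the value. These correlations run across genes, which are not independent replicates. A model with 1 mean per sex and treatment tested the difference between the sexes itself over 18936 genes. It called 0 genes for restraint, 0 for PSD and 0 for PSD + restraint. At an unadjusted p under 0.05 the same tests gave 804, 2038 and 1363 genes. These are 4.25%, 10.8% and 7.20% of the genes tested. For restraint the share is no more than chance alone would give.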

Male and female mice exposed to restraint have 47 genes in common [138 unique in females, 46 unique in males (Supplementary Dataset 1)]. 

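After restraint, 26 genes were called in both sexes, all of them higher than in controls, with 72 called in females only and 28 in males only. Nr4a1 had a log2 fold change of 3.61 (standard error 0.40, adjusted p = 2.8e-04) in females and 4.91 (standard error 0.55, adjusted p = 0.00297) in males, and Egr4 of 2.08 (adjusted p = 0.00129) and 3.35 (adjusted p = 0.0135). Nr4a2 was among them too, at 3.84 (adjusted p = 0.00709) in males, where control mouse 1 was the highest control at 30.9 CPM. Of the genes called in females only, 69 of 72 changed in the same direction in males, 36 of them with an unadjusted p under 0.05. Of those called in males only, 26 of 28 changed in the same direction in females, 22 of them with an unadjusted p under 0.05.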

Differentially expressed genes following restraint stress, common in both, males and females, are involved in response to CRF, apoptotic processes, and muscle development (Figure 4A, Supplementary Dataset 1, Tables S2–S4). This number of differentially expressed genes was even smaller in animals exposed to PSD (338 unique in females, 62 unique in males, and 12 in common). 

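After PSD alone, 0 genes were called in both sexes, 5 in females only and 1 in males only. All of these changed in the same direction in the other sex, and 4 of the 5 female genes had an unadjusted p under 0.05 in males.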

Negative regulation of peptide activity, regulation of angiogenesis, and homeostasis are among the processes controlled by the differentially expressed genes common in both sexes following sleep deprivation. However, when both sexes were sleep deprived prior to the restraint challenge, the similarity between differentially expressed genes was close to 40% (383 unique in females, 350 unique in males, and 230 in common) (Figure 4C). These genes are involved in the regulation of circadian rhythms, apoptosis, and immune and mineralocorticoid response, among many other processes (see Supplementary Dataset 1, Tables S2–S4).

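After PSD + restraint, 176 genes were called in both sexes, 156 higher and 20 lower, which is 25.5% of the genes called in at least one sex. Another 222 were called in females only and 291 in males only. Of the female-only genes that were also tested in males, 202 of 219 changed in the same direction there, and of the male-only genes 261 of 286 did so in females.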

We additionally performed differential expression analysis considering all mice (i.e., both males and females from all treatment groups) in a single model to identify consistent transcriptional changes resulting from restraint stress, PSD, and the combination of the two challenges (see Methods). This analysis first identified 1,918 genes significantly different between mice based on background sex alone [927 up-regulated and 991 down-regulated in females compared to males (Supplementary Figure 2)]. 

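With all mice in 1 edgeR model, 2822 of 18936 tested genes differed between the sexes, 1346 higher and 1476 lower in females. The count was 1844 when only genes with a mean TPM of at least 1 were tested, a filter applied with GENCODE gene lengths and chosen after seeing the data. Xist ranged from 785 to 1045 CPM in females and reached at most 1.74 CPM in males. The Y-linked gene Ddx3y ranged from 78.9 to 110.3 CPM in males and reached at most 0.0974 CPM in females.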

In terms of consistent treatment effects, this analysis uncovered 213 genes altered by restraint stress alone, 200 genes altered by PSD alone, and 728 genes affected by both challenges (Supplementary Dataset 2).

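In the same model, 216 genes were called for restraint (177 higher, 39 lower), 127 for PSD (107 higher, 20 lower) and 1033 for PSD + restraint (777 higher, 256 lower). At an unadjusted p under 0.05 there were 1948, 3328 and 4838 genes.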

## Discussion

The biological response to stress is key for survival and this response is affected by sleep deprivation. To our knowledge, this is the first work showing the stress-induced transcriptome of the male and female mouse pituitary, illustrating common transcriptional landscapes unique and common between sexes. Furthermore, we study the effects of sleep deprivation inflicts on the response to stress. In this study, we show that 12 h of PSD is enough to affect this response even 1 day following the sleep deprivation episode. Using a combination of stress hormone detection and transcriptomics, we show that PSD dampens the response to restraint stress. As in many other aspects regarding the HPA axis response to stress, the observed effects following PSD were more prominent in female than male mice. These observations were further confirmed at the pituitary level, where we detected marked differences in the whole transcriptome of males and females following restraint stress. Although many of the differentially expressed genes were common between males and females exposed to restraint stress, the number of unique genes was striking. Interestingly, the restraint stress-induced transcriptome of males and females exposed to PSD was drastically different from the control group, indicating the marked effect that PSD could have on the whole transcriptome.

Mutually highly interconnected systems organize the regulation of stress and sleep. These systems affect metabolism, HPA and hypothalamic-pituitary-gonadal (HPG) axes, and virtually every system in the body (25). Not surprisingly, dysregulation of either or both of these biological functions results in a number of metabolic and neuropsychiatric disorders (26). Sleep quantity and quality are threatened in our society. Thus, the number of pathologies associated with poor sleep hygiene are on the rise, and it should be of concern to the health agencies. In this work, we investigated the effects of 12 h of PSD on the pituitary transcriptome. It is important to note that we aim to elucidate the effects observed the day following sleep deprivation, targeting its long-lasting properties and designing the experiment to increase the translational value. To the extent of our knowledge, this is the first study interrogating the effects of sleep deprivation at the pituitary level, and the first study comparing the male and female pituitary transcriptome after such intervention [for review see (27)].

We collected male and female pituitary glands 18 h following a period of 12 h of PSD to interrogate the effects of sleep deprivation on a subsequent stress challenge. One of the most surprising results from these experiments was the evident dampening of the response to stress in animals exposed to PSD. Although the sleep deprivation was induced 18 h prior to the restraint stress challenge, restrain-induced CORT levels in female mice were lower than the controls. These data suggest that 12 h of PSD exerts effects on the HPA axis that prevail until the next day, thus atrophying the neuroendocrine response to stress.

Every organism must adapt to changes. The brain is the master organ regulating the response to stress, via the perception of the actual stressor and orchestrating an equivalent response to reach homeostasis (28). Failure to adapt to these changes could lead to pathophysiology. To deal with the imminent threat, whether real or perceived, the brain and body recruit the neuroendocrine, autonomic, metabolic, and immune systems (29). In the present study, we show how the pituitary, the initial component of the neuroendocrine response to stress, remodels its stress-induced transcriptome to adapt to a previous stressor (i.e., 12 h of PSD). Our finding that PSD decreases the amount of restraint-induced CORT is unique, as many studies looking at CORT levels immediately after PSD report pronounced increases in this stress hormone (30, 31). Only a few studies have looked at the effects of PSD on a subsequent stressor. Merlo et al., showed that the response to 30 min restraint stress 4 h following 48 h of sleep deprivation results in decreased ACTH levels in male rats, however, CORT levels were back to baseline at this point (2). Of note, they used a slowly rotating wheel to inflict the sleep deprivation. While this is a completely different sleep deprivation model, they also detected a persistent effect of sleep deprivation on the neuroendocrine stress response. It would be interesting to know if a more robust effect would be detected in females, as in the present study.

The pituitary gland sits in an optimal place to interrogate how the brain responds to stressors, signaling through hormones, and how the peripheral tissues react to these signals (feedback). This “master gland” is divided into three main parts: intermediate, adenohypophysis (anterior), and neurohypophysis (posterior). It is important to consider the composition of this mixed origin gland. While, the main releasing hormone cells driving downstream effects reside in the adenohypophysis, PSD may have an effect in the other parts of the pituitary. Thus, future studies are needed to dissect division-dependent effects. A potential way to narrow down the particular function of each of the cells residing in each of the pituitary division might be using a cell sorting technique followed by RNA-seq. Very few studies have mined the gene expression differences in the pituitary, perhaps because of limitations in technology. Nishida et al. gave us good clues about gene expression information indicating sex differences in the pituitary (32), which we complimented in the current work looking at the whole pituitary transcriptome. However, in terms of the response to stress, the expression of sexually dimorphic genes in the pituitary remains to be fully uncovered. Therefore, we used RNA-seq and differential expression analysis to detect genes whose expression is altered following restraint stress, and to detect how this expression further change when animals are sleep deprived. These genes were further dissected using GO pathway analysis to detect which biological processes are targeted by these differentially expressed gene. It is also important to be aware of the powerful effects of sex hormones and many other sex-dependent factors that may have a considerable impact on the transcriptome, and this is one of the reasons we performed two different comparisons: sex by itself (males only, females only), revealing sex-specific genes and another in which sex was used as a covariant.

The restraint-induced differential expression pattern between female and males show considerable overlap. However, we detected a large number of restraint-induced genes that are unique to each sex, perhaps explaining the sex differences in stress response. In a previous work looking at sex differences in the pituitary transcriptome using serial analysis gene expression, 43 differentially expressed transcripts by gender were detected (32). The differentially expressed genes reported by that group are involved in cell signaling, mitochondrial transport, chromatin structure and remodeling, and cell differentiation among others. Here, we report that 47 genes are differentially expressed in both males and females following 20 min of restraint stress. 

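Fosl2 (chromosome 5, 32135801 to 32157842) rose with restraint from 77.9 ± 38.8 (SD, n = 4) to 389 ± 149 (SD, n = 4) CPM in females, a log2 fold change of 2.33 (standard error 0.40, adjusted p = 0.0111). In males it rose from 35.4 ± 26.4 (SD, n = 4) to 233 ± 60.2 (SD, n = 2) CPM, a log2 fold change of 2.72 (standard error 0.60, adjusted p = 0.137), with control mouse 1 at 74.9 CPM. Per1 (chromosome 11, 69095217 to 69109960) rose from 67.4 ± 15.1 (SD, n = 4) to 206 ± 52.6 (SD, n = 4) CPM in females and from 68.4 ± 27.6 (SD, n = 4) to 178 ± 50.2 (SD, n = 2) CPM in males. Its log2 fold change was 1.62 (standard error 0.17, adjusted p = 2.8e-04) in females and 1.38 (standard error 0.38, adjusted p = 0.352) in males. Control mouse 1 of each sex was far above the other controls in Per1. Cry2 (chromosome 2, 92403646 to 92434043) had a log2 fold change of 0.45 (standard error 0.09, adjusted p = 0.0387) in females and 0.30 (standard error 0.20, adjusted p = 0.9998) in males, where control mouse 1 was the highest control at 86.0 CPM. Over all mice the log2 fold changes after restraint were 2.56 (adjusted p = 6.8e-04) for Fosl2, 1.58 (adjusted p = 1.8e-04) for Per1 and 0.40 (adjusted p = 0.0548) for Cry2. The difference between the sexes in the restraint response had an adjusted p of 0.9998 for each of these genes, and an unadjusted p of 0.608 for Fosl2, 0.585 for Per1 and 0.497 for Cry2.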

Among these genes *Fosl2, Per1*, and *Cry2* were upregulated in females only following restraint stress. In males, the pattern was quite different. *Junb1, Egr1*, and *Gper1* were some of the genes upregulated in males. 

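Junb (chromosome 8, 84974484 to 84978718) rose with restraint from 24.9 ± 6.86 (SD, n = 4) to 231 ± 22.8 (SD, n = 2) CPM in males, a log2 fold change of 3.21 (standard error 0.42, adjusted p = 0.00481), and by 1.26 (adjusted p = 0.410) in females, where control mouse 2 was the highest control at 62.2 CPM. Egr1 (chromosome 18, 34859823 to 34864984) rose from 14.3 ± 8.76 (SD, n = 4) to 272 ± 69.5 (SD, n = 2) CPM in males, a log2 fold change of 4.23 (standard error 0.61, adjusted p = 0.00900), and by 1.40 (adjusted p = 0.493) in females. Gper1 (chromosome 5, 139423151 to 139427800) had log2 fold changes of 0.38 (adjusted p = 0.221) in males, with a low value in control mouse 1, and 0.45 (adjusted p = 0.175) in females, and was called for restraint in the model of all mice, at 0.44 (adjusted p = 0.00526). The test of the difference between the sexes gave each gene an adjusted p of 0.9998. Unadjusted, p was 0.0146 for Junb, 0.00768 for Egr1 and 0.728 for Gper1.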

While all of these genes are involved in regulation of the stress response, their mechanisms of action are different (33–37).

Restraint stress also resulted in overlapping differentially expressed genes in both male and females. Some of the ones involved in the stress response are *Il1b, Egr3*, and *Fosb* (38–40). 

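Il1b (chromosome 2, 129364570 to 129371139) rose with restraint from 0.712 ± 0.0939 (SD, n = 4) to 5.02 ± 1.49 (SD, n = 4) CPM in females, a log2 fold change of 2.82 (standard error 0.24, adjusted p = 4.2e-05), and from 0.761 ± 0.139 (SD, n = 4) to 2.68 ± 0.289 (SD, n = 2) CPM in males, a log2 fold change of 1.82 (standard error 0.27, adjusted p = 0.0121). Egr3 (chromosome 14, 70077203 to 70082614) rose from 1.60 ± 0.319 (SD, n = 4) to 12.9 ± 7.03 (SD, n = 4) CPM in females, a log2 fold change of 3.03 (standard error 0.35, adjusted p = 3.2e-04), and from 0.725 ± 0.199 (SD, n = 4) to 9.62 ± 2.07 (SD, n = 2) CPM in males, a log2 fold change of 3.73 (standard error 0.33, adjusted p = 4.9e-04). Fosb (chromosome 7, 19302696 to 19310051) rose from 3.76 ± 1.20 (SD, n = 4) to 62.0 ± 34.7 (SD, n = 4) CPM in females, a log2 fold change of 4.06 (standard error 0.51, adjusted p = 7.5e-04), and from 1.92 ± 0.998 (SD, n = 4) to 38.7 ± 3.66 (SD, n = 2) CPM in males, a log2 fold change of 4.29 (standard error 0.51, adjusted p = 0.00297). Every restrained mouse was above every control of its sex in these genes. With each mouse left out in turn, the female log2 fold changes stayed between 2.61 and 2.95 for Il1b and between 3.63 and 4.31 for Fosb. The male ones stayed between 1.71 and 1.93 for Il1b and between 4.05 and 4.51 for Fosb. Over the alternatives to the main model, the highest adjusted p in males was 0.227 for Il1b, 0.126 for Fosb and 0.00864 for Egr3. In females it was 0.0022, 0.0064 and 0.0080. The male calls of Il1b and Fosb thus depend on the setting. From the genes shared between the sexes and those found in 1 sex, the paper proposes that a conserved stress response is common to males and females and that genes unique to each sex may drive its differential activation.

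**Figure D1:**
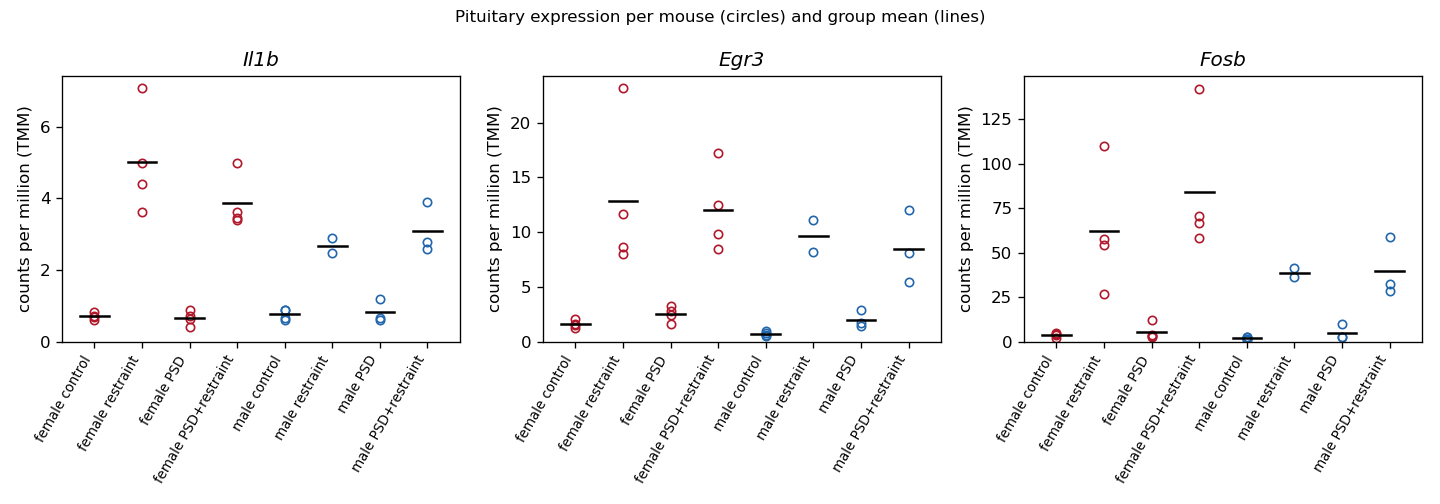
CPM of Il1b, Egr3 and Fosb on the vertical axes, by treatment group on the horizontal axes, with 1 point per mouse (female red, male blue) and a line at each group mean. In Fosb the restrained females lie between 26.6 and 109.7 CPM, all above the control females.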

Together, the common restraint-induced differentially expressed genes between males and females are involved in the response to CRF, signal response in the absence of ligand, and regulation of the apoptotic signaling pathway. These data suggest that while there are many stress-related genes involved in the evolutionary well-conserved response to stress, the differential expression of genes unique to each sex may be driving the differential activation of this response.

Sleep deprivation exerted dramatic changes to the pituitary transcriptome landscape in male and female mice. However, only 12 differentially expressed genes were shared between male and female mice exposed to PSD. More than 300 genes were unique to females and 62 to males, indicating a large sex differences in the overall gene recruitment regulating sleep deprivation. Among the differentially expressed genes in females, we detected *Vgf, Pomc*, and *Th*. 

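Vgf (chromosome 5, 137026392 to 137033351) rose with PSD from 13.1 ± 3.40 (SD, n = 4) to 31.6 ± 9.40 (SD, n = 4) CPM in females, a log2 fold change of 1.28 (standard error 0.26, adjusted p = 0.0742), and from 10.6 ± 3.94 (SD, n = 4) to 19.8 ± 4.04 (SD, n = 3) CPM in males, a log2 fold change of 0.90 (standard error 0.25, adjusted p = 0.329). Fitted over all mice, Vgf was called after PSD with 1.11 (adjusted p = 0.00410). Pomc (chromosome 12, 3954951 to 3960642) rose to 106882 ± 41468 (SD, n = 4) CPM in PSD females, a log2 fold change of 1.15 (standard error 0.30, adjusted p = 0.109). In PSD males Pomc was at 82628 ± 17988 (SD, n = 3) CPM, a log2 fold change of 0.86 (standard error 0.43, adjusted p = 0.598), with a male control (mouse 1) that had little neurointermediate lobe transcript. Th (chromosome 7, 142892752 to 142931128) was at 1.37 ± 0.523 (SD, n = 4) CPM in control females and 12.4 ± 17.7 (SD, n = 4) CPM in PSD females, a log2 fold change of 3.18 (standard error 0.90, adjusted p = 0.125). PSD mouse 1, with the highest forebrain marker transcripts, had 38.6 CPM of Th. The lowest PSD female had 0.974 CPM, within the range of the controls. With each mouse left out in turn, the log2 fold change of Th in females ran from 1.38 to 3.58, and in males, where it was -0.07, from -0.40 to 1.28. The highest male control, mouse 1, had 18.8 CPM of Th. The difference between the sexes in the response to PSD had an adjusted p of 0.774 for Vgf, 0.887 for Pomc and 0.377 for Th. From the difference between the genes found in females and in males after PSD, the paper proposes that sex-specific pathways may be recruited to deal with the sleep challenge.

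**Figure D2:**
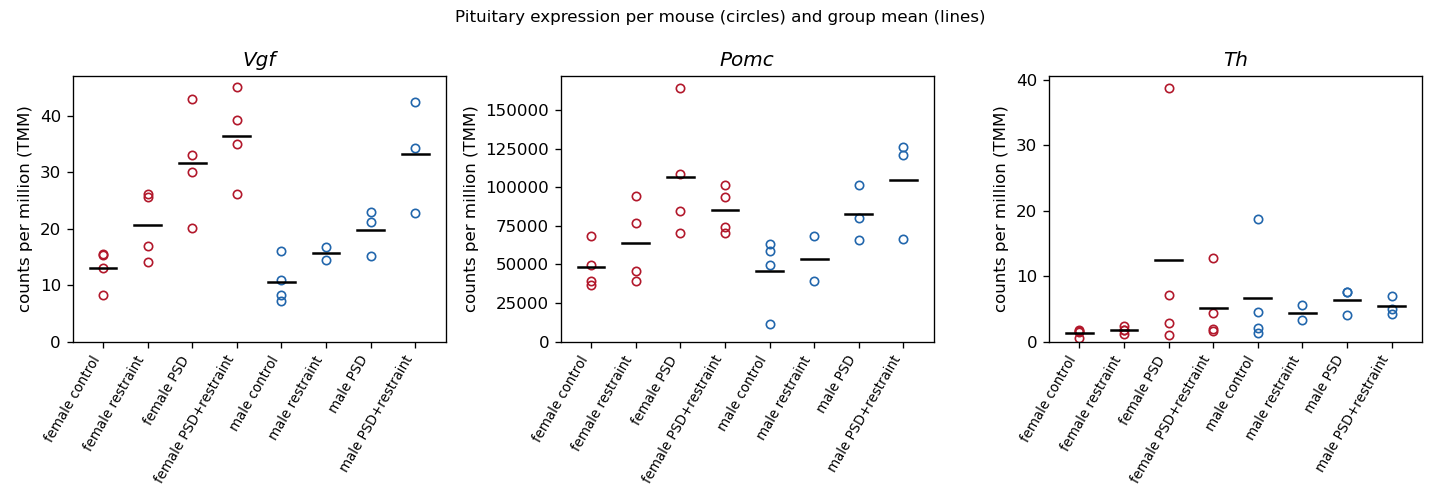
CPM of Vgf, Pomc and Th on the vertical axes, by treatment group on the horizontal axes, with 1 point per mouse (female red, male blue) and a line at each group mean. In Th the PSD females spread from 0.974 to 38.6 CPM.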

The expression of these genes have been shown to be affected by sleep deprivation (41–43). As previously mentioned, the pituitary sits in a key place serving as gatekeeper of many physiological functions, and thus, it is not surprising that following PSD, we detect striking changes in genes involved in neuronal differentiation, gliogenesis, and behavior regulation. The importance of sleep is highlighted by these GO terms. For example, the need for neuronal differentiation may indicate that sleep deprivation leads to changes in neuronal heath and number that need to be corrected, process that is known to take place during sleep (44, 45). Events like sleep deprivation tend to shift the organism away from homeostasis resulting in the activation of many survival systems including the immune system. Thus, it is not surprising the that genes needed for gliogenesis are activated following PSD, perhaps to increase the number of microglia and astroglia during the recovery period following PSD.

On the other hand, the PSD-induced effects on the male pituitary transcriptome appear different. We detected changes to immune response genes involved in response to interferon-gamma, antigen processing, and regulation of lymphocytes. These data indicated that the effects of PSD are long-lasting, especially in the regulation of the immune system. Similar effects have been reported in several studies, indicating a reduction in the ability of the immune system to respond to challenges following sleep deprivation (46–48). Nevertheless, not many studies addressing changes at the pituitary level, elicited by sleep deprivation, are available. The striking difference detected in the differentially expressed genes induced by PSD among male and female pituitary transcriptome suggests that sex-specific pathways may be recruited to deal with the sleep challenge.

Many reports using different methods to induce sleep deprivation have reported profound effects on the response to stress (2, 13, 49). These reports suggest that the HPA axis response to stress is shaped by sleep hygiene. Our main aim was to elucidate how sleep deprivation could reformat the pituitary transcriptome affecting the way animals respond to subsequent stress challenges. Interestingly, it seems that the transcriptome effects observed by restraint stress on the pituitary genome are amplified when animals are sleep deprived 18 h prior. 

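Of the 98 genes called after restraint in females, 89 were called in the same direction after PSD + restraint, and in males 49 of 54. The median size of the log2 fold change of these restraint genes was 0.93 after restraint and 0.95 after PSD + restraint in females, and 1.34 and 1.53 in males. They were selected by the contrast of restraint alone, which favours a larger median there. Both changes were taken against home cage controls, so the second includes any effect of PSD alone. The 398 genes called after PSD + restraint in females had medians of 0.37 after restraint and 0.64 after PSD + restraint. For the 467 in males they were 0.30 and 0.68. After PSD alone these genes had medians of 0.19 in females and 0.24 in males. Selection by the combination favours a larger median after the combination. The interaction between PSD and restraint tests whether the restraint response changed with PSD. In females it was called for 0 genes, with 766 genes at an unadjusted p under 0.05. Those are 4.24% of the genes tested, no more than chance alone would give at that threshold. From the larger number of differentially expressed genes after the combination, the paper proposes that PSD amplifies the effect of restraint on the pituitary transcriptome.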

The amount of differentially expressed genes more than doubled when animals are sleep deprived prior to restraint stress compared with animals that were only restraint-stressed. Additionally, the number of conserved genes between both sexes was significantly higher, suggesting the recruitment of alike systems to deal with these insults. We detected a group differentially expressed genes involved in the stress response including *Per1, Per2, Gepr1, Bdnf*, and *Fosb*. However, the number of genes differentially expressed extended far beyond the regulation of stress. 

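Per1 reached 257 ± 43.7 (SD, n = 4) CPM in PSD + restraint females, a log2 fold change over controls of 1.94 (standard error 0.18, adjusted p = 6.7e-05), and 237 ± 49.7 (SD, n = 3) CPM in PSD + restraint males, a log2 fold change of 1.80 (standard error 0.34, adjusted p = 0.0168). In each sex control mouse 1 was the highest control. Per2 (chromosome 1, 91415982 to 91459324) rose from 35.3 ± 3.88 (SD, n = 4) to 52.0 ± 4.28 (SD, n = 4) CPM in females, a log2 fold change of 0.57 (standard error 0.14, adjusted p = 0.0391), and by 0.57 (adjusted p = 0.0105) in males. Gper1 rose by 0.51 (adjusted p = 0.0478) in females and by 0.68 (adjusted p = 0.00122) in males, with male control mouse 1 below the other controls. Bdnf (chromosome 2, 109674700 to 109727007) rose by 1.05 (adjusted p = 0.0452) in females and by 1.06 (adjusted p = 0.00686) in males, with male control mouse 2 above the other controls. Fosb reached 84.4 ± 38.9 (SD, n = 4) CPM in females, a log2 fold change of 4.50 (adjusted p = 1.8e-04), with mouse 1 at 142 CPM, and 39.9 ± 16.7 (SD, n = 3) CPM in males, a log2 fold change of 4.34 (adjusted p = 8.1e-04).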

For instance, the number of genes regulating cell death and the immune system was very prevalent. Included in the list of genes involved in programmed cell death we found *Bcl2l11, Unc5b*, and *Mknk2*. 

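Bcl2l11 (chromosome 2, 128126038 to 128162547) rose after PSD + restraint from 19.6 ± 2.52 (SD, n = 4) to 31.4 ± 6.18 (SD, n = 4) CPM in females, a log2 fold change of 0.68 (standard error 0.13, adjusted p = 0.00912), and from 22.0 ± 1.25 (SD, n = 4) to 30.7 ± 3.47 (SD, n = 3) CPM in males, a log2 fold change of 0.49 (standard error 0.09, adjusted p = 0.0161). Unc5b (chromosome 10, 60762593 to 60831581) was higher by 0.88 (adjusted p = 0.0814) in females and by 1.03 (adjusted p = 0.115) in males, past the threshold in neither sex. In the model of all mice its log2 fold change was 0.94 (adjusted p = 0.00643), and that of Mknk2 0.46 (adjusted p = 2.0e-05). Mknk2 (chromosome 10, 80665327 to 80678112) rose from 89.9 ± 7.20 (SD, n = 4) to 127 ± 1.24 (SD, n = 4) CPM in females, a log2 fold change of 0.50 (standard error 0.05, adjusted p = 1.5e-04). In males its log2 fold change was 0.42 (adjusted p = 0.0774), and the difference between the sexes had an adjusted p of 0.938. Male control mouse 1 was below the other controls in Bcl2l11 and Mknk2.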

Various works have reported an increase in cell death following sleep deprivation. For example, Somarajan and colleagues reported an increase in markers of cell death in adult male rats following 6 days of sleep deprivation (50). However, in our work, we show that the effects of 12 h of sleep deprivation continue to be expressed 18 h after this insult. PSD prior to restraint stress resulted in the differential expression of *Clu, IL33*, and *IL1b*, all of which are involved in the regulation of the immune system (51–54).

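Il33 (chromosome 19, 29925114 to 29960718) rose after PSD + restraint from 12.1 ± 1.93 (SD, n = 4) to 19.7 ± 2.58 (SD, n = 4) CPM in females, a log2 fold change of 0.72 (standard error 0.14, adjusted p = 0.0125). In males it rose by 0.45 (adjusted p = 0.0704) and in all mice by 0.60 (adjusted p = 1.6e-04), and the difference between the sexes had an adjusted p of 0.818. Il1b reached 3.87 ± 0.758 (SD, n = 4) CPM in females, a log2 fold change of 2.43 (adjusted p = 6.7e-05), with mouse 1 at 4.99 CPM, and 3.10 ± 0.711 (SD, n = 3) CPM in males, a log2 fold change of 2.03 (adjusted p = 0.00127). Clu rose by 0.75 (adjusted p = 0.00626) in females and by 0.80 (adjusted p = 0.0255) in males.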

Of note, in a recent report in humans, one night of sleep deprivation was sufficient to induce accumulation of proteins associated with Alzheimer's disease (3). 

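Clu (chromosome 14, 65968483 to 65981547) had 549 ± 50.7 (SD, n = 4) CPM in control females and 914 ± 113 (SD, n = 4) CPM in PSD + restraint females, where mouse 4 was the lowest at 746 CPM. In males it had 545 ± 100.3 (SD, n = 4) CPM in controls and 945 ± 165 (SD, n = 3) CPM after PSD + restraint. Nab2 (chromosome 10, 127660918 to 127668568) rose from 33.0 ± 3.99 (SD, n = 4) to 56.6 ± 6.26 (SD, n = 4) CPM in females, a log2 fold change of 0.79 (standard error 0.15, adjusted p = 0.00945), and from 29.6 ± 6.12 (SD, n = 4) to 51.8 ± 5.91 (SD, n = 3) CPM in males, a log2 fold change of 0.81 (standard error 0.15, adjusted p = 0.0143).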

In the current work, we detected that *Clu* and *Nab2*, genes involved in the positive regulation of tau-protein kinase activity, are differentially expressed following PSD + restraint stress. These data suggest that changes associated with diseases such as dementia could also be manifested at the pituitary level following sleep deprivation.

The cardiovascular system seems to be a major target affected by the combination of sleep deprivation followed by a stressful challenge as we detected differentially expressed genes involved in the regulation of the circadian system and vasculature development (55). These genes are also involved in blood vessel morphogenesis and development. Together, these data suggested that the combination of these two insults recruit a number of vasculature related genes perhaps to compensate for the high energy demand needed during and following a stressor. Given these data, the logical next series of experiments should explore the effects of longer periods of sleep restriction followed by subsequent stressful challenges. These manipulations might result in physiological changes of a magnitude that the body may not be able to meet, leading to the pathology of the cardiovascular system. This idea is not far from possible given the current knowledge of the effects of stress (56) and sleep deprivation (57) on the cardiovascular system.

In summary, we studied the pituitary transcriptome of male and female mice exposed to 12 h PSD 18 h prior to a stressful challenge. The results indicate marked similarities and differences in the male and female stress-induced transcriptome, as well as in the PSD-induced changes. When PSD preceded the restraint stress challenge, the effects on the pituitary transcriptome were striking. While the male and female PSD + restraint-induced transcriptome was similar, we detected remarkable differences, perhaps indicating different strategies used by each sex to cope with challenges to homeostasis. We hope that these data illuminate future research elucidating how sleep deprivation impacts the vital response to stress and motivate the analysis of male and female subjects when designing experiments.

## Data Availability Statement

The accession number for the RNA-seq raw and processed data reported in this paper is GEO: GSE133334.

## Ethics Statement

The animal study was reviewed and approved by Institutional Animal Care and Use Committee at the Uniformed Services University of the Health Sciences (USUHS), in Bethesda, Maryland.

## Disclosure

The opinions or assertions contained herein are the private ones of the authors and are not to be construed as official or reflecting the views of the Department of Defense or the Uniformed Services University of the Health Sciences. The authors report no conflicts of interest in this work.

## Author Contributions

MO, ES, and TW conceived and planned the experiments. ES carried out the PSD and qRT-PCR. MO, TW, and MP-P contributed to the interpretation of results. AS, MW, and CD performed RNA-sequencing, alignment, quantification, and differential expression analysis. GS generated library. DL and SR helped conceive the original idea. MO wrote the manuscript. All authors provided feedback and provided integral help in generating this manuscript.

### Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Sleep Deprivation Alters the Pituitary Stress Transcriptome in Male and Female Mice
**Source:** Front Endocrinol (Lausanne). 2019 Oct 9;10:676. doi: 10.3389/fendo.2019.00676
**Supplement:** Supplementary Table 1 — Primer sequences used for real-time qPCR.

**Table s1: Primer sequences used for real-time qPCR**

| Gene              | Forward primer (5'–3') | Reverse primer (5'–3') | Acc number     |
|-------------------|------------------------|------------------------|----------------|
| <b>Pomc</b>       | CGACAGGCAGGAGACTGAAC   | AGATGCGCAGAGAAACGAGG   | NM_007618.3    |
| <b>Pcsk2</b>      | AAGAAGACGCAGCCTACACC   | TTGCCCAGTGTTGAACAGGT   | NM_008792.4    |
| <b>Crfr1</b>      | AGGATCAGCAGTGTGAGAGC   | AGCCATTGTTTGTGGTGTGTAG | NM_007762.5    |
| <b>Crhbp</b>      | CAGTTAAAGAAACCTGCGGCT  | TTTCCCACTGGAGACCATGC   | NM_198408.3    |
| <b>Nr3c1 (GR)</b> | AGTGGAAGGACAGCACAATTA  | TACTCCGTTTGCTTGGGGAC   | NM_008173.3    |
| <b>Nr3c2 (MR)</b> | GATGGGTACCCGGTCCTAGA   | GTTGTGTTGTCCTTCCACGG   | NM_001083906.1 |
| <b>TBP</b>        | CCTATCACTCCTGCCACACC   | ATGACTGCAGCAAATCGCTTG  | NM_013684.3    |

# Supplementary material for: Sleep Deprivation Alters the Pituitary Stress Transcriptome in Male and Female Mice
**Source:** Front Endocrinol (Lausanne). 2019 Oct 9;10:676. doi: 10.3389/fendo.2019.00676
**Supplement:** Supplementary Table 4 — Male: PSD Down.

Male: PSD Down

| GO_term    | name                                                                                      | ontology           | pvalue   | FDR      |
|------------|-------------------------------------------------------------------------------------------|--------------------|----------|----------|
| GO:0019886 | antigen processing and presentation of exogenous peptide antigen via MHC class II         | biological_process | 2.09E-08 | 6.71E-06 |
| GO:0002495 | antigen processing and presentation of peptide antigen via MHC class II                   | biological_process | 2.92E-08 | 6.71E-06 |
| GO:0002504 | antigen processing and presentation of peptide or polysaccharide antigen via MHC class II | biological_process | 2.92E-08 | 6.71E-06 |
| GO:0048002 | antigen processing and presentation of peptide antigen                                    | biological_process | 3.49E-08 | 6.71E-06 |
| GO:0002478 | antigen processing and presentation of exogenous peptide antigen                          | biological_process | 1.40E-07 | 1.91E-05 |
| GO:0019884 | antigen processing and presentation of exogenous antigen                                  | biological_process | 3.61E-07 | 4.02E-05 |
| GO:0019882 | antigen processing and presentation                                                       | biological_process | 3.77E-07 | 4.02E-05 |
| GO:0034341 | response to interferon-gamma                                                              | biological_process | 6.82E-06 | 0.000655 |
| GO:0002579 | positive regulation of antigen processing and presentation                                | biological_process | 0.00016  | 0.0139   |
| GO:0050670 | regulation of lymphocyte proliferation                                                    | biological_process | 0.000295 | 0.0211   |
| GO:0002577 | regulation of antigen processing and presentation                                         | biological_process | 0.000312 | 0.0211   |
| GO:0032944 | regulation of mononuclear cell proliferation                                              | biological_process | 0.000312 | 0.0211   |
| GO:0070663 | regulation of leukocyte proliferation                                                     | biological_process | 0.000359 | 0.0211   |
| GO:0022409 | positive regulation of cell-cell adhesion                                                 | biological_process | 0.000368 | 0.0211   |
| GO:0033194 | response to hydroperoxide                                                                 | biological_process | 0.000374 | 0.0211   |
| GO:0050868 | negative regulation of T cell activation                                                  | biological_process | 0.00057  | 0.0304   |
| GO:0051251 | positive regulation of lymphocyte activation                                              | biological_process | 0.000682 | 0.0345   |
| GO:1903038 | negative regulation of leukocyte cell-cell adhesion                                       | biological_process | 0.000762 | 0.0349   |
| GO:0002696 | positive regulation of leukocyte activation                                               | biological_process | 0.00106  | 0.0444   |
| GO:0034097 | response to cytokine                                                                      | biological_process | 0.00122  | 0.049    |
| GO:0051250 | negative regulation of lymphocyte activation                                              | biological_process | 0.0013   | 0.0494   |
| GO:0050867 | positive regulation of cell activation                                                    | biological_process | 0.00134  | 0.0494   |
| GO:0002695 | negative regulation of leukocyte activation                                               | biological_process | 0.00182  | 0.0535   |
| GO:0030890 | positive regulation of B cell proliferation                                               | biological_process | 0.0024   | 0.0535   |
| GO:0002343 | peripheral B cell selection                                                               | biological_process | 0.00243  | 0.0535   |
| GO:0002344 | B cell affinity maturation                                                                | biological_process | 0.00243  | 0.0535   |
| GO:0035691 | macrophage migration inhibitory factor signaling pathway                                  | biological_process | 0.00243  | 0.0535   |
| GO:0048866 | stem cell fate specification                                                              | biological_process | 0.00243  | 0.0535   |
| GO:1904323 | regulation of inhibitory G-protein coupled receptor phosphorylation                       | biological_process | 0.00243  | 0.0535   |
| GO:1904325 | positive regulation of inhibitory G-protein coupled receptor phosphorylation              | biological_process | 0.00243  | 0.0535   |
| GO:1990227 | paranodal junction maintenance                                                            | biological_process | 0.00243  | 0.0535   |
| GO:0022408 | negative regulation of cell-cell adhesion                                                 | biological_process | 0.00245  | 0.0535   |
| GO:0050870 | positive regulation of T cell activation                                                  | biological_process | 0.00245  | 0.0535   |
| GO:0050866 | negative regulation of cell activation                                                    | biological_process | 0.00271  | 0.0557   |
| GO:1903039 | positive regulation of leukocyte cell-cell adhesion                                       | biological_process | 0.00285  | 0.0557   |
| GO:0071346 | cellular response to interferon-gamma                                                     | biological_process | 0.00325  | 0.0624   |

Male: PSD Down

|            |                                                          |                    |          |          |
|------------|----------------------------------------------------------|--------------------|----------|----------|
| GO:0051249 | regulation of lymphocyte activation                      | biological_process | 0.00363  | 0.068    |
| GO:0022407 | regulation of cell-cell adhesion                         | biological_process | 0.00368  | 0.068    |
| GO:0042130 | negative regulation of T cell proliferation              | biological_process | 0.00403  | 0.0729   |
| GO:0045785 | positive regulation of cell adhesion                     | biological_process | 0.00426  | 0.0744   |
| GO:0030888 | regulation of B cell proliferation                       | biological_process | 0.00466  | 0.0777   |
| GO:0034769 | basement membrane disassembly                            | biological_process | 0.00485  | 0.0777   |
| GO:0060214 | endocardium formation                                    | biological_process | 0.00485  | 0.0777   |
| GO:0002683 | negative regulation of immune system process             | biological_process | 0.00533  | 0.084    |
| GO:0045087 | innate immune response                                   | biological_process | 0.00553  | 0.0843   |
| GO:0016064 | immunoglobulin mediated immune response                  | biological_process | 0.0058   | 0.0844   |
| GO:0032945 | negative regulation of mononuclear cell proliferation    | biological_process | 0.0058   | 0.0844   |
| GO:0050672 | negative regulation of lymphocyte proliferation          | biological_process | 0.0058   | 0.0844   |
| GO:0002694 | regulation of leukocyte activation                       | biological_process | 0.00629  | 0.0875   |
| GO:0019724 | B cell mediated immunity                                 | biological_process | 0.00629  | 0.0875   |
| GO:0070664 | negative regulation of leukocyte proliferation           | biological_process | 0.00654  | 0.0898   |
| GO:0030098 | lymphocyte differentiation                               | biological_process | 0.0067   | 0.0907   |
| GO:0002339 | B cell selection                                         | biological_process | 0.00727  | 0.0943   |
| GO:0042613 | MHC class II protein complex                             | cellular_component | 1.03E-09 | 9.91E-07 |
| GO:0042611 | MHC protein complex                                      | cellular_component | 8.85E-08 | 1.42E-05 |
| GO:0098797 | plasma membrane protein complex                          | cellular_component | 0.000762 | 0.0349   |
| GO:0005771 | multivesicular body                                      | cellular_component | 0.00167  | 0.0535   |
| GO:0035693 | NOS2-CD74 complex                                        | cellular_component | 0.00243  | 0.0535   |
| GO:0000323 | lytic vacuole                                            | cellular_component | 0.00282  | 0.0557   |
| GO:0005764 | lysosome                                                 | cellular_component | 0.00282  | 0.0557   |
| GO:0035692 | macrophage migration inhibitory factor receptor complex  | cellular_component | 0.00485  | 0.0777   |
| GO:0005773 | vacuole                                                  | cellular_component | 0.00546  | 0.0843   |
| GO:0005770 | late endosome                                            | cellular_component | 0.00592  | 0.0848   |
| GO:0002142 | stereocilia ankle link complex                           | cellular_component | 0.00727  | 0.0943   |
| GO:1990696 | USH2 complex                                             | cellular_component | 0.00727  | 0.0943   |
| GO:0042605 | peptide antigen binding                                  | molecular_function | 0.000958 | 0.0418   |
| GO:0001968 | fibronectin binding                                      | molecular_function | 0.00153  | 0.0535   |
| GO:0003953 | NAD+ nucleosidase activity                               | molecular_function | 0.00243  | 0.0535   |
| GO:0042658 | MHC class II protein binding, via antigen binding groove | molecular_function | 0.00243  | 0.0535   |
| GO:0050135 | NAD(P)+ nucleosidase activity                            | molecular_function | 0.00243  | 0.0535   |
| GO:0061809 | NAD+ nucleotidase, cyclic ADP-ribose generating          | molecular_function | 0.00243  | 0.0535   |
| GO:0003823 | antigen binding                                          | molecular_function | 0.00272  | 0.0557   |
| GO:0046982 | protein heterodimerization activity                      | molecular_function | 0.00422  | 0.0744   |
| GO:0035718 | macrophage migration inhibitory factor binding           | molecular_function | 0.00485  | 0.0777   |

How the deposited data were processed for this re-analysis (not part of the article)

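Pituitary RNA of 28 mice was sequenced, 16 females and 12 males in 4 treatment groups per sex (home cage control, restraint, PSD, PSD + restraint). The mice of each group were mapped from the sample labels, and the same replicate number in different groups stands for different animals. The authors aligned paired-end reads to mm10 with MapSplice and counted them on UCSC gene models with HTSeq (mode intersection-nonempty), and the values of the deposited count table are counts per gene and mouse without normalization. The authors also deposited a table of normalized counts, whose values are a signal, namely the count divided by 1 size factor per mouse. The ratio of count to normalized count was the same for every gene of a mouse to within 3.6e-08, and the factors equal DESeq2's median-of-ratios factors over all mice. That table is not in TPM, so the filter on mean TPM of the paper's methods could not be taken from it, and genes kept by edgeR's filterByExpr were tested instead, as the design had set for this case. Read alignment, counting and the choice of gene models are therefore already in the counts, and the TPM filter is not.

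Totals per mouse lay between 14024465 and 52948531 counts, with a median of 33389717. Mice of the same group differed by more than counting noise in all 37 pairs (lowest chi-square per degree of freedom over all genes 8.48). Xist and the Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y were checked and match the labelled sex of every mouse.

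Analyses were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. For each sex, edgeR's quasi-likelihood model held PSD, restraint and their interaction. Restraint, PSD and PSD + restraint were each tested against home cage controls, and the interaction and the contrast of restrained mice with and without PSD were tested as well. All mice were fitted together with sex as a further term, and a model with 1 mean per sex and treatment tested whether a response differs between the sexes. Genes were called at a Benjamini-Hochberg adjusted p of at most 0.05 with a log2 fold change of at least 0.322 in size, in either direction. CPM values use TMM factors over all genes, and log2 CPM a prior count of 2. The set of MHC class II genes was tested with fry, a rotation test, and in addition, chosen after seeing the data, with an exact permutation test of its mean log2 CPM. Scores per mouse were compared with a two-sided exact permutation test. The text names every gene that the paper names for the RNA-seq or qRT-PCR data or shows in Figure 4A to 4C, and in each sex the 3 genes with the smallest p among the called genes whose treated mice all lie on one side of all controls. Where at most 5 genes were called in a direction, they are named, after their values were seen, except for 1 gene that is not reported here. Positions come from GENCODE M21.

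The scripts for these tests were tested on simulated data, in which the mice kept their depths and each gene its own mean and spread, and 200 genes were changed by 1 log2 unit. Over the 10 contrasts tried, edgeR recovered 183 to 198 of them and called 5 to 13 unchanged genes, and DESeq2 recovered 188 to 198 and called 3 to 32. The changed genes were drawn from genes with a mean of at least 200 counts. Genes were simulated independently of each other, without shared differences in tissue content between glands. Recovery can therefore be lower, and false calls more frequent, on the real data. The tests, thresholds and alternatives were set before the data were examined, except those described as chosen after seeing the data. The alternatives were DESeq2 with the paper's settings (Wald test, shrunken fold changes, which lfcShrink does not give for the interaction and the sex-difference contrasts, so that these stayed unshrunken), DESeq2's size factors in edgeR, at least 10 counts in every mouse, no filter on low counts, only the groups compared, a replicate block, a neurointermediate lobe score as a covariate, edgeR's robust option, library size alone in place of TMM for scores, no fold change threshold, a prior count of 0.5 and each mouse left out in turn. Chosen after seeing the data were a mean TPM of at least 1 with GENCODE gene lengths (13814 genes pass, of 23032 with a length), that filter with DESeq2, a forebrain score as a covariate, counts thinned to the smallest library, and DESeq2 with either score. Corticosterone, the qRT-PCR measurements and the GO enrichments were not analysed here.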

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

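In this part, the tests of sequencing depth, of sample labels and of the forebrain marker score with and without PSD (8 against 8 females, 6 against 6 males) were chosen only after the result was seen, and the forebrain and adipose markers were listed after the patterns had been seen in other genes. Among 153 group values of the genes named in the text, in groups of 4 mice, 22 had 1 mouse that lay far from the rest by Dixon's test, where chance gives about 7.65 at 1 in 20. Values below give the mouse and then the range of the other mice of its group.

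Male control mouse 1 accounts for 9 of them. It was higher than the other controls in Cry2 (86.0 CPM against 58.3 to 62.3), Fosl2 (74.9 CPM against 20.8 to 24.7), Nr4a2 (30.9 CPM against 12.4 to 13.7) and Per1 (109 CPM against 49.1 to 59.2), and lower in Bcl2l11 (20.1 CPM against 22.5 to 22.6), Gadd45b (7.09 CPM against 12.0 to 12.9), Gper1 (26.4 CPM against 32.1 to 32.9), Gsn (70.6 CPM against 81.7 to 83.1) and Mknk2 (68.8 CPM against 80.8 to 83.0). It also had the lowest transcripts of 8 genes of the neurointermediate lobe, with a score of -4.20 against 0.0935 to 0.518 in the other male controls. Oxt, for example, was at 0.170 CPM, and at 8.00 CPM or more in every other male. A candidate explanation is that the neurointermediate lobe was missing from this gland. Of 6 lobe genes kept out of the score, 4 were lowest in this mouse among the 12 males, where about 1 in 12 would be by chance. The 2 others, Gfap and Slc1a3, were higher in it than in any other male. Low depth does not explain it, since its total count ranks 11 from the lowest of the 12 males, and neither does a swapped label of sex, since 0 of the 5 sex genes checked contradict the label. Its score of forebrain markers, 1.5, was the highest of the males. No biological explanation was tested, since its condition is that of the other controls.

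Male control mouse 2 was higher than the rest of its group in Bdnf (12.6 CPM against 9.58 to 10.0). Female PSD + restraint mouse 2 was lower than the rest of its group in Ccs (16.3 CPM against 17.7 to 18.0). Male control mouse 3 was higher than the rest of its group in Cd38 (7.06 CPM against 6.03 to 6.18). Female PSD + restraint mouse 4 was lower than the rest of its group in Clu (746 CPM against 948 to 987) and Nr3c1 (69.9 CPM against 73.2 to 73.6). Female PSD + restraint mouse 1 was higher than the rest of its group in Fosb (142 CPM against 58.0 to 70.6) and Il1b (4.99 CPM against 3.40 to 3.63). Female PSD mouse 1 was higher than the rest of its group in Gfap (77.8 CPM against 7.34 to 14.1), Th (38.6 CPM against 0.974 to 7.11) and Trh (19.5 CPM against 0.275 to 2.69). Female control mouse 2 was higher than the rest of its group in Junb (62.2 CPM against 38.5 to 39.6). Female control mouse 1 was higher than the rest of its group in Per1 (90.0 CPM against 57.2 to 61.6) and Slc25a25 (58.8 CPM against 48.0 to 48.8). Apart from Gfap, Th and Trh, taken up below, no technical or biological explanation was tested for these values.

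Transcripts of the olfactory bulb and forebrain, which the paper does not discuss, stood out among the females in PSD mice 1 and 3 and PSD + restraint mouse 4. They were first seen in a principal component analysis, in genes of large weight such as Omp, Gad1 and Eomes. The markers used below were listed after that, and 0 of them were among the 40 of largest weight at either end of the first 5 components. One of these markers, Cdhr1, was at 61.2, 14.0 and 41.0 CPM in the 3 mice and at most 9.37 CPM in the other females. Of the 11 markers, Cdhr1 among them, 7 had these mice as the 3 highest of the 16 females, which is consistent with brain tissue carried along with the gland. A response to PSD in females is not excluded. The marker score did not separate the 4 PSD females from the 4 controls (exact permutation test, p = 0.171, smallest possible 0.0286), and PSD mice 2 and 4 scored -0.301 and -0.571, against 2.83 in mouse 1. That test leaves out PSD + restraint mouse 4, which is part of the pattern, so it is not counted against a response to PSD. With restrained mice included, however, the score was higher in the 8 females with PSD than in the 8 without, by 0.948 (exact permutation test over 12870 splits, p = 0.0241). In males it was not, with a difference of -0.250 between the 6 with and the 6 without PSD (exact permutation test over 924 splits, p = 0.539). Brain tissue in some glands and a response to PSD are thus not told apart in females. The outlying values of Gfap, Th and Trh in PSD mouse 1 may have the same source, since with the forebrain score in the model the log2 fold change of Trh after PSD was -0.15 in place of 3.41. A score that follows PSD can also take up part of a response to PSD.

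Adipose transcripts, also not discussed in the paper, stood out in female restraint mouse 3, first in Ucp1, Car3 and Fabp4, which had large weights in the same analysis. Of 6 adipose markers listed after that, 0 were among those 40 genes at either end of a component. One of them, Adipoq, was at 40.5 CPM in this mouse and at most 0.138 CPM in the other mice. All 6 of the 6, Adipoq among them, were highest in this mouse among the 28, which is consistent with adipose tissue carried along with the gland. The other restrained females scored -0.511 to -0.298 for these markers against 4.80 in mouse 3, so restraint did not raise them as a group. Markers of 1 tissue rise together, so these counts bear on which tissue the transcripts resemble and not on how they came into the sample.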

How the results depend on the processing

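In this part, the alternatives that use a mean TPM filter, a forebrain score or thinned counts, and those that join DESeq2 with a score, were chosen only after the result was seen. Counts below are of called genes, and a count is given where it lies more than 1.5 times above or below the main one. For every count that changed, unless said otherwise, the cause was not tested.

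No count changed by that much with DESeq2's size factors in edgeR or with edgeR's robust option. DESeq2 with the paper's settings gave 190 for restraint in females, 405 for PSD in females, 633 for PSD + restraint in females, 90 for PSD among restrained females, 99 for restraint in males, 76 for PSD in males, 111 for PSD among restrained males, 244 for PSD in all mice, 16 for the sex difference in PSD, 8 for the sex difference in PSD + restraint, 47 for restraint in both sexes and 12 for PSD in both sexes. Fitting only the groups compared gave 54 for restraint in females, 0 for PSD in females (3023 at an unadjusted p under 0.05), 3 for PSD among restrained females, 0 for PSD in males (1677 at an unadjusted p under 0.05), 0 for PSD among restrained males (1582 at an unadjusted p under 0.05), 48 for PSD in all mice and 1 for the sex difference in PSD + restraint, and a mean log2 fold change of -0.379 for the MHC class II set, which then passed the rotation test's threshold. Under a neurointermediate lobe score as covariate there were 2 for PSD in females, 81 for PSD + restraint in females, 0 for PSD among restrained females (1091 at an unadjusted p under 0.05), 12 for PSD in males, 2 for PSD among restrained males, 44 for PSD in all mice, 2 for the sex difference in PSD, 3 for the sex difference in PSD + restraint, 1 for PSD in both sexes and 61 for PSD + restraint in both sexes. A filter of at least 10 counts in every mouse gave 14 for PSD in females and 1 for the sex difference in PSD, no filter 11 for PSD in males, and no fold change threshold 6510 for sex in all mice and 2064 for PSD + restraint in all mice. Same-numbered mice of different groups are different animals, and their deviations from the group means correlated at -0.0149 in females and -0.0591 in males (other pairs 0.00531 and 0.0237). With a replicate block in the model the counts were 24 for PSD in females, 1 for PSD among restrained females, 4 for restraint in males, 2 for PSD in males, 147 for PSD + restraint in males, 40 for PSD in all mice, 3 for restraint in both sexes and 73 for PSD + restraint in both sexes.

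Among the alternatives chosen after seeing the data, the mean TPM filter gave 13 for PSD in females and 1844 for sex in all mice, and with DESeq2 163 for restraint in females, 327 for PSD in females, 82 for PSD among restrained females, 58 for PSD in males, 105 for PSD among restrained males, 1714 for sex in all mice, 634 for PSD + restraint in all mice, 12 for the sex difference in PSD, 7 for the sex difference in PSD + restraint and 11 for PSD in both sexes. The forebrain score as covariate gave 3 for PSD among restrained females, 2 for PSD in males, 2 for PSD among restrained males, 54 for PSD in all mice and 1 for the sex difference in PSD, thinned counts 75 for PSD in all mice and 1 for the sex difference in PSD + restraint, DESeq2 with the forebrain score 152 for PSD in females and DESeq2 with the lobe score 216 for PSD + restraint in females. In every alternative that fits it, the interaction between PSD and restraint was called for 0 genes in either sex. The same held in every fit that left out a mouse. In the main model, 766 genes in females and 702 in males had an unadjusted p under 0.05. Those are 4.24% and 3.84% of the genes tested, no more than chance alone would give.

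With each mouse of the compared groups left out in turn, counts ran from 45 to 178 for restraint, 0 to 557 for PSD (highest without PSD mouse 4), 158 to 613 for PSD + restraint and 1 to 41 for PSD among restrained females, over 8 fits each. In males they ran from 27 to 63 for restraint, where the 2 fits that leave 1 restrained male give no count, 0 to 7 for PSD, 162 to 528 for PSD + restraint and 0 to 2 for PSD among restrained males. In all mice the ranges were 2693 to 2902 for sex, 165 to 271 for restraint, 31 to 227 for PSD and 772 to 1190 for PSD + restraint. The tests of a sex difference gave 0 to 4 for PSD, 0 to 1 for PSD + restraint and 0 for restraint throughout. Genes called in both sexes ran from 14 to 31 for restraint and 83 to 196 for PSD + restraint, and stayed at 0 for PSD. The mean of the MHC class II set ran from -0.452 to -0.313. The immediate early gene difference of restrained mice with and without PSD ran from 0.218 to 0.507 in females and from -0.0891 to 0.115 in males, where it reversed.

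The text reports 137 log2 fold changes of single genes. DESeq2 with the paper's settings kept the direction of all of them and called 30 more, while the replicate block lost 19 calls, the lobe score 18 and fitting only the groups compared 17. Of 1201 values with a mouse left out, 1055 kept their call and, apart from the Cry2 value given below, their direction, 114 lost the call and 19 gained it, and 12 values of 6 log2 fold changes reversed. The remaining 1 value, that of AK082338 after restraint with 1 restrained male left, moved by more than 1 SD and kept its direction. Trh after PSD in females was -0.15 with the forebrain score. Th after PSD in males was 0.0957 with the block, 1.08 with the lobe score, 0.77 with the forebrain score and -0.40 to 1.28 with a mouse left out, and its sex difference was -0.32 with the forebrain score. Nr3c1 after PSD + restraint in females was 0.00105 with at least 10 counts in every mouse, 0.0647 with the lobe score, 0.00618 with the TPM filter, 0.0372 with the forebrain score, 2.5e-04 with thinned counts, 0.0322 with DESeq2 and the lobe score and -0.0605 to 0.0815 with a mouse left out. In males it was -0.0328 with the block and -0.12 to 0.22 with a mouse left out. Nr3c2 after PSD + restraint in males was 0.13, 0.0587 and 0.00576 with the lobe score, the forebrain score and thinned counts, and -0.14 to 0.0860 with a mouse left out. The sex difference in restraint ran from -0.0880 to 0.55 for Per1, -0.0457 to 0.14 for Gper1 and -0.0227 to 0.35 for Cry2 with a mouse left out. For Cry2 the sign changed only in a fit that left 1 restrained male, which was not tested.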

Differences from the paper's values

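In this part, the comparison with the paper's gene lists was chosen only after the result was seen. The alternatives set before the data were examined for these counts are DESeq2 with the paper's settings, DESeq2's size factors in edgeR, at least 10 counts in every mouse, no filter on low counts, only the groups compared, a replicate block, a lobe score as covariate, edgeR's robust option and no fold change threshold. An alternative is said to close a gap when its count lies within 1.5 times the paper's, and those not named did not close it.

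After restraint in females there were 98 against the paper's 285 genes, 87 against the paper's 143 of them higher and 11 against the paper's 42 lower. The paper's 285 is not the sum of its 143 higher and 42 lower genes, which is 185, the number in its supplementary list, so the gap may be smaller than the stated count makes it. Against either number, only DESeq2 with the paper's settings closed these gaps, at 190, 147 and 43. PSD in females gave 5 against the paper's 350, with 4 against the paper's 251 higher and 1 against the paper's 99 lower, and only DESeq2 with the paper's settings closed them, at 405, 295 and 110. For PSD + restraint in females the count was 398 against the paper's 613, closed by 633 with DESeq2 with the paper's settings, 417 with DESeq2's size factors in edgeR, 416 with at least 10 counts in every mouse, 511 with only the groups compared and 495 with no fold change threshold. Genes lower in this comparison were 121 against the paper's 204, closed by 211 with DESeq2 with the paper's settings, 145 with DESeq2's size factors in edgeR, 136 with only the groups compared and 200 with no fold change threshold.

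Restraint in males gave 54 against the paper's 93, closed by 99 with DESeq2 with the paper's settings, 68 with no filter on low counts and 64 with the lobe score as covariate. Higher genes were 53 against the paper's 86, closed by 93 with DESeq2 with the paper's settings, 67 with no filter on low counts and 63 with the lobe score as covariate, and lower genes 1 against the paper's 6, closed only by DESeq2 with the paper's settings, at 6. PSD in males gave 1 against the paper's 74, 1 against the paper's 36 higher and 0 against the paper's 38 lower, and DESeq2 with the paper's settings, the only alternative that closed these, gave 76, 37 and 39. At an unadjusted p under 0.05, 1617 genes changed in this comparison.

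Genes called in both sexes were 26 against the paper's 47 after restraint, closed by 47 with DESeq2 with the paper's settings and 32 with the lobe score as covariate, and 0 against the paper's 12 after PSD, closed only by DESeq2 with the paper's settings, at 12. Genes called in at least 1 sex were 126 against the paper's 231 after restraint and 6 against the paper's 412 after PSD, and only DESeq2 with the paper's settings closed the gaps, at 242 and 469. In females only, 72 against the paper's 138 were called after restraint and 5 against the paper's 338 after PSD, closed only by DESeq2 with the paper's settings, at 143 and 393. After PSD + restraint 222 against the paper's 383 were called in females only, closed by 399 with DESeq2 with the paper's settings, 358 with only the groups compared, 307 with the replicate block and 313 with no fold change threshold. In males only, 28 against the paper's 46 were called after restraint, closed by 52 with DESeq2 with the paper's settings, 38 with no filter on low counts and 32 with the lobe score as covariate, and 1 against the paper's 62 after PSD, closed only by DESeq2 with the paper's settings, at 64. For PSD in all mice the count was 127 against the paper's 200, closed by 244 with DESeq2 with the paper's settings and 154 with no fold change threshold.

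Other settings came within 1.5 times the paper's values too. DESeq2 with the mean TPM filter, which was chosen after seeing the values, gave 125 higher and 38 lower genes for restraint, 327 (239 higher, 88 lower) for PSD and 554 (189 lower) for PSD + restraint in females. In males this filter gave 77 (73 higher, 4 lower) for restraint and 58 (33 higher) for PSD, and in all mice 189 for PSD. Called in both sexes were 37 for restraint and 11 for PSD, in at least 1 sex 203 and 374, in females only 126, 316 and, for PSD + restraint, 348, and in males only 40 and 47. For restraint in females it gave 163 genes, within 1.5 times the 185 but not the 285, as did the edgeR fit without female restraint mouse 3, with 178. The count of lower genes for PSD in males stayed further away. The forebrain score as covariate, also chosen after seeing the values, gave 99 higher genes for restraint in females. Fits that left out 1 mouse came as near in some counts, namely without female restraint mouse 3 for higher genes after restraint in females, without female PSD mouse 4 for lower genes after PSD in females and for PSD in all mice, without female control mouse 1 for PSD + restraint in females, all and lower, and for PSD in all mice, without male control mouse 1 for restraint in males, all and higher, and without male PSD mouse 1 for PSD in all mice.

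The paper's supplementary lists hold 185 genes for restraint in females and 201 for PSD in all mice. Each listed gene that passed the filter moved in the listed direction here and was called by DESeq2 with the paper's settings, while edgeR called 89 of the 185 for restraint in females, 5 of 350 for PSD in females, 346 of 613 for PSD + restraint in females, 50 of 93, 1 of 74 and 389 of 580 for the same comparisons in males. In all mice edgeR called 171 of 213 for restraint, 93 of 201 for PSD and 686 of 728 for PSD + restraint. For sex it called 1895 of 1918, of which 1910 were tested.

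The paper counts the following genes as changed, edgeR did not call them in the mice concerned, and DESeq2 with the paper's settings did. They are Egr2, Srf, Jun and Nrip1 for restraint in females, Gper1, Ier2, Nrep and Jrk for restraint in males, Vgf, Pomc, Th, Gfap, Agt, Pcsk2, Pcsk6, Lhb, Gsn and Aplnr for PSD in females, Bdnf, Egr3, Cd38, Dapk1, Nmb, Gsn and Aplnr for PSD in males, Unc5b for PSD + restraint in either sex, Mknk2 and Il33 for PSD + restraint in males, and Cry2 for restraint in all mice. Some were also called under other settings. The edgeR model of all mice called Gper1 and Jrk for restraint, Vgf, Gsn, Aplnr and Nmb for PSD, and Unc5b, Mknk2 and Il33 for PSD + restraint. Cry2 was called in all mice with the lobe score and without male control mouse 1 or male restraint mouse 2. Ier2 was called with no filter on low counts, with only the groups compared and with the lobe score, Aplnr in males with no filter and with the lobe score, and Unc5b in females with only the groups compared. Chosen after seeing the values, thinned counts called Ier2 and Il33 in males and Cry2 in all mice, DESeq2 with the mean TPM filter called every gene of this list, and DESeq2 with the forebrain score called Vgf, Pcsk2 and Lhb in females. Leaving out 1 mouse also called some. Without female PSD mouse 4 these were Vgf, Pomc, Th, Gfap, Agt, Pcsk2 and Gsn, without female restraint mouse 3 Egr2 and Srf, without female control mouse 1 or 3 Jun, without male control mouse 1 Ier2 and Aplnr, and without male PSD + restraint mouse 3 Mknk2.

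The paper places Fosl2, Per1 and Cry2 among restraint genes of females alone. In males the log2 fold change of Fosl2 was 2.72 (standard error 0.60) and that of Per1 1.38 (standard error 0.38), with an adjusted p for the sex difference of 0.9998 in each gene. Fosl2 was called in males with no filter on low counts, with the lobe score and without male control mouse 1.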

Other observations

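In this part, the test of whether the lobe score differs between the groups was chosen only after the result was seen.

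A score of 27 immediate early genes (mean log2 CPM) was 3.73 ± 0.187 (SD, n = 4) in control females and 3.90 ± 0.376 (SD, n = 4) after PSD alone. It was 5.06 ± 0.324 (SD, n = 4) in restrained females and 5.44 ± 0.393 (SD, n = 4) in PSD + restraint females, a difference of 0.379 (exact permutation test over 70 splits, p = 0.229, smallest possible 0.0286). In males it was 3.16 ± 0.190 (SD, n = 4) in controls and 4.10 ± 0.511 (SD, n = 3) after PSD alone. After restraint and after PSD + restraint it was 5.38 ± 0.00338 (SD, n = 2) and 5.41 ± 0.209 (SD, n = 3), a difference of 0.0257 (exact permutation test over 10 splits, p = 1, smallest possible 0.1), a design that cannot give a p under 0.05. The rise from the group without restraint, in mice with and without PSD, was not tested.

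Other splits of the same mice into groups of the same sizes were compared with the real ones, keeping to splits that part as many same-numbered pairs as the real split does. Within a sex there are 8 such splits, so that a share under 0.05 cannot occur and this count does not settle whether chance gives such results. 1 of 8 gave as many called genes, the real split itself, for restraint, for PSD, for PSD + restraint and for PSD among restrained females, and for PSD + restraint in males. In these comparisons the highest other split called 0 genes, against 98, 5, 398, 6 and 467 in the real one. For PSD in males 2 of 8 gave as many (highest other 1). For the MHC class II set, 1 of 8 gave a mean change as large (0.384 in size, highest other 0.358). In all mice the real split alone gave as many genes, 1 of 64 splits for restraint (highest other 51 genes) and 1 of 100 drawn splits each for PSD (highest other 41), PSD + restraint (highest other 643) and sex (highest other 1810).

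DESeq2 with the paper's settings called 405 genes after PSD in females, many more than edgeR. Of all 35 splits of these 8 mice, 2 gave at least as many DESeq2 calls, a share above 1 in 20, and the other one gave 729 genes. Among the 8 that part every same-numbered pair, the real split was the only one. Brain tissue in some glands is a candidate explanation for part of the calls, since 152 genes were called by DESeq2 with the forebrain score in the model. Of these, 113 are among the genes called without the score. Since the score was higher in females with PSD than without, with or without restraint, it may also take up part of a response to PSD.

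With the lobe score in the model, fewer genes were called after PSD + restraint in females. Of the genes higher in that comparison, 3.97% (11 genes) were at least 1 log2 unit lower in male control mouse 1 than in the other male controls, against 1.32% of all tested genes (239 genes), a ratio of 3.00. The score was higher in PSD + restraint than in control females by 0.696 (exact permutation test, p = 0.0286, the smallest possible). A model that holds both the score and the treatment can therefore hardly part them. Unequal dissection of the lobe and a treatment effect on lobe transcripts may both give this pattern, and these data do not separate them.

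Of the genes called after restraint in females only, 69 of 72 moved the same way in males, which is consistent with a difference in passing the threshold more than in direction. About 1 in 2 would do so by chance if these genes had no response in males.

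Gene length and GC content had little relation to the changes after PSD + restraint. Spearman's rho between length and log2 fold change was 0.0788 in females and -0.0118 in males, and for GC content 0.0350 and 0.133, over the 87.0% and 86.7% of tested genes with a GENCODE length.

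Choroid plexus markers were high in female PSD mouse 3, with 147 CPM of Kl, 59.0 of Folr1 and 21.2 of Cldn2. The females other than PSD mice 1 and 3 and PSD + restraint mouse 4 reached at most 43.9, 37.6 and 5.30 CPM.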
